# Loss of MIG-6 results in endometrial progesterone resistance via ERBB2

**DOI:** 10.1038/s41467-022-28608-x

**Published:** 2022-03-01

**Authors:** Jung-Yoon Yoo, Tae Hoon Kim, Jung-Ho Shin, Ryan M. Marquardt, Ulrich Müller, Asgerally T. Fazleabas, Steven L. Young, Bruce A. Lessey, Ho-Geun Yoon, Jae-Wook Jeong

**Keywords:** Endocrine reproductive disorders, Infertility

## Abstract

Female subfertility is highly associated with endometriosis. Endometrial progesterone resistance is suggested as a crucial element in the development of endometrial diseases. We report that *MIG-6* is downregulated in the endometrium of infertile women with endometriosis and in a non-human primate model of endometriosis. We find ERBB2 overexpression in the endometrium of uterine-specific *Mig-6* knockout mice (*Pgr*^*cre/+*^*Mig-6*^*f/f*^; *Mig-6*^*d/d*^). To investigate the effect of ERBB2 targeting on endometrial progesterone resistance, fertility, and endometriosis, we introduce *Erbb2* ablation in *Mig-6*^*d/d*^ mice (*Mig-6*^*d/d*^*Erbb2*^*d/d*^ mice). The additional knockout of *Erbb2* rescues all phenotypes seen in *Mig-6*^*d/d*^ mice. Transcriptomic analysis shows that genes differentially expressed in *Mig-6*^*d/d*^ mice revert to their normal expression in *Mig-6*^*d/d*^*Erbb2*^*d/d*^ mice. Together, our results demonstrate that ERBB2 overexpression in endometrium with MIG-6 deficiency causes endometrial progesterone resistance and a nonreceptive endometrium in endometriosis-related infertility, and ERBB2 targeting reverses these effects.

## Abstract (web summary)

Female subfertility is highly associated with endometriosis. Here the authors show that progesterone-induced MIG-6 is reduced in endometrium of infertile women and non-human primates with endometriosis, and in a mouse model find that Erbb2 is the key mediator of Mig-6 loss induced endometriosis-related infertility.

## Introduction

Critical for fertility, the uterine endometrium’s epithelial and stromal compartments undergo dynamic hormonally controlled molecular and morphological changes to prepare for embryo implantation and development. Estrogen (E2) stimulates the proliferation of uterine epithelial cells, and progesterone (P4) suppresses E2-induced proliferation. Endometrial P4 resistance implies decreased responsiveness of target tissue to bioavailable P4^1–3^. Endometrial P4 resistance is seen in women with a nonreceptive endometrium, endometriosis, polycystic ovary syndrome (PCOS), and endometrial cancer^4–9^. Moreover, P4-induced molecular changes in the eutopic (intrauterine) endometrial tissue of women with endometriosis are either blunted or undetectable^10–12^.

Endometriosis affects about 10% of all women of reproductive age, and the incidence increases to 50-60% of women with chronic pelvic pain and infertility^13,14^. While progestin-based therapies are commonly used to treat endometriosis and lead to disease regression in some women, other women with endometriosis and pelvic pain do not respond effectively to progestins^15,16^. Moreover, many P4-induced molecular changes in the eutopic endometrial tissue of women with endometriosis are either blunted or dysregulated^17,18^, but an impaired P4 response is seen in the endometrium of women with endometriosis^4–6,10^. Despite knowing the effects, the molecular mechanism responsible for endometrial P4 resistance and dysregulation remains unclear. Therefore, understanding the molecular mechanisms of endometrial P4 resistance is critical.

Here, we show that the amount of mitogen inducible gene 6 (MIG-6) is decreased in endometrium from infertile women with endometriosis. We use uterine-specific *Mig-6* knock-out mice to demonstrate that MIG-6 loss results in endometrial progesterone resistance via erb-b2 receptor tyrosine kinase 2 (ERBB2; also known as CD340, proto-oncogene Neu, or HER2). Our findings provide insight into the etiology of female infertility and a molecular framework useful for the design of therapeutic strategies.

## Results

### MIG-6 is decreased in endometriosis-affected endometrium

We previously identified *Mig-6* as a P4-regulated gene that mediates the ability of P4 to repress E2 action in the mouse uterus^19,20^. During the menstrual cycle, P4 amounts rise at the early secretory phase. As measured by RT-qPCR, *MIG-6* expression in the human endometrium was significantly higher in the early secretory phase of the menstrual cycle than in the proliferative (*p* < 0.0001), mid secretory (*p* = 0.0106), and late secretory phase (*p* = 0.0029) (Fig. 1a), suggesting that *MIG-6* is a P4-induced gene in the human endometrium as has been demonstrated in the mouse^20^. Because many P4-induced endometrial molecular changes are either blunted or eliminated in women with endometriosis^1,5,8^, we examined MIG-6 expression in endometrial biopsies from infertile women with endometriosis. RT-qPCR and immunohistochemistry showed that amounts of *MIG-6* mRNA (*p* = 0.0079) and protein (*p* < 0.0001) were significantly lower in the eutopic endometrium of infertile women with endometriosis compared to controls in the early secretory phase (Fig. 1, a–c). To assess how MIG-6 expression is affected by endometriosis progression, we used a baboon model^21^. Intraperitoneal inoculation with autologous menstrual effluent in female nonhuman primates results in the formation of endometriotic lesions highly similar in histomorphology to those seen in women^22^. We found that endometrial MIG-6 protein abundance was significantly reduced in baboons during the progression of endometriosis after experimental disease induction as compared to paired pre-inoculation control samples (Fig. 1d; *p* < 0.0001). These results demonstrate that reduced MIG-6 expression can be caused by the development of endometriotic lesions.

**Fig. 1:**
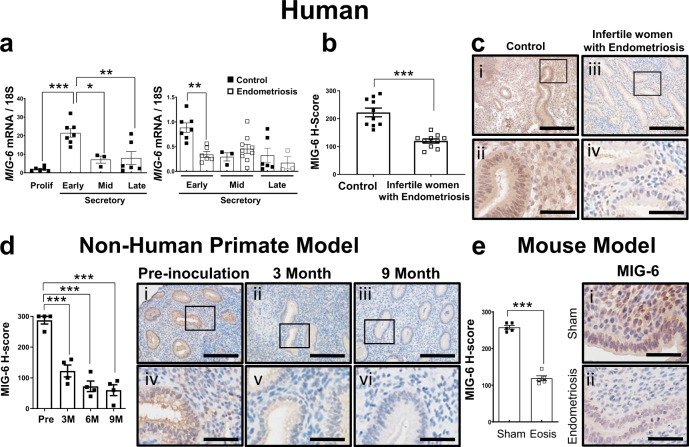
MIG-6 expression in the endometrium of women with endometriosis and nonhuman primate, baboon model. **a** RT-qPCR analysis of *MIG-6* gene expression in endometrium from women with and without endometriosis during the menstrual cycle (*n* = 6 for proliferative, *n* = 7 for early secretory, *n* = 3 for mid secretory, and *n* = 6 for late secretory without endometriosis and *n* = 6 for early secretory, *n* = 9 for mid secretory, and *n* = 3 for late secretory with endometriosis). Filled square boxes represent endometrial samples from women without endometriosis, and empty square boxes represent endometrial samples from women with endometriosis. Data are represented as mean ± SEM, * *p* = 0.0106, ** *p* = 0.0029, *** *p* < 0.0001, and ** *p* = 0.0079 by Ordinary one-way ANOVA test. **b**, **c** Immunohistochemical H-score (**b**) and representative photomicrographs (**c**) of MIG-6 in the endometrium from women with endometriosis as compared to controls (n = 10 for each group) at early secretory phase. Data are represented as mean ± SEM, *** *p* < 0.0001 by two-tailed unpaired *t* test. Scale bars: 200 μm for (i) and (iii) and 50 μm for (ii) and (iv). **d** Immunohistochemical H-score and representative photomicrographs of MIG-6 in the endometriosis baboon model induced by intraperitoneal inoculation of menstrual endometrium during progression of endometriosis in pre-inoculation, 3, 6, and 9 months (*n* = 4 per period). Data are represented as mean ± SEM, *** *p* < 0.0001 by Ordinary one-way ANOVA test. Scale bars: 200 μm for (i), (ii), and (iii) and 50 μm for (iv), (v), and (vi). **e** Immunohistochemical H-score and representative photomicrographs of MIG-6 in the endometriosis mouse model (*n* = 5 for group). Data are represented as mean ± SEM, *** *p* < 0.0001 by two-tailed unpaired *t* test. Scale bars: 50 μm. Three independent experiments were performed for a - e with similar results. Source data are provided in the Source Data file.

Uncovering pathophysiological mechanisms of endometriosis-related infertility with animal models requires easy identification of lesions to distinguish them from the surrounding normal tissues. With this in mind, we developed a mouse model of endometriosis using *mT/mG* reporters. In *Pgr*^*cre/+*^*Rosa26*^*mTmG/+*^ mice, progesterone receptor (*Pgr*)-positive uterine cells express mG, while *Pgr*-negative cells express mT (Supplementary Fig. 1a, b). Using this model, we surgically induced endometriosis in *Pgr*^*cre/+*^*Rosa26*^*mTmG/+*^ mice by inoculating autologous endometrial tissue fragments into the peritoneal cavity after 3 days of E2 treatment (Supplementary Fig. 1c). This method leads to the development of endometriotic lesions similar to those in humans without the need for ovariectomy or unopposed E2 treatment (Supplementary Fig. 1d–f). To examine the responsiveness of our endometriosis model to E2 and P4, *Pgr*^*cre/+*^*Rosa26*^*mTmG/+*^ mice induced with endometriosis were treated with vehicle, E2, or E2 + P4 for one month. While E2 treatment after endometriosis induction significantly increased the number of endometriotic lesions compared to the vehicle group, the addition of P4 suppressed the E2-induced increase in lesion number (Supplementary Fig. 1g, h; *p* = 0.0077 and *p* = 0.0014). Our mouse model thus closely mirrors human endometriosis as an E2-dependent and P4-suppressed disorder. To determine whether MIG-6 expression is dysregulated after endometriosis development in a distinct mammalian system, we examined MIG-6 levels in eutopic endometrium from *Pgr*^*cre/+*^*Rosa26*^*mTmG/+*^ mice with endometriosis. MIG-6 protein expression was significantly reduced in eutopic endometrium from the mice with endometriosis compared to the sham group (Fig. 1e; *p* < 0.0001).

### The effect *of Mig-6* loss in endometriosis-related infertility

Next, we assessed whether endometriosis in mice causes infertility by assessing implantation and decidualization success (Fig. 2a). One month after endometriosis induction, the number of implantation sites in mice with endometriosis was not changed compared to the sham group. However, 63.6% (7 out of 11) of mice with endometriosis experienced implantation failure 3 months after endometriosis development (Fig. 2b). We found that no significant correlation exists between the number of implantation sites and the number of endometriosis lesions (Supplementary Fig. 2). We next examined the impact of endometriosis on decidualization using an artificial decidualization model^23^. One month after endometriosis induction, mice with endometriosis displayed a uterine horn that responded well to artificial decidualization; however, after 3 months of endometriosis development, the mice with endometriosis exhibited a significant defect in decidual response compared to control and sham mice (Fig. 2c; *p* = 0.0001). Our result suggests that endometriosis development causes implantation failure and a defect of decidualization, as has been hypothesized in humans^5^.

**Fig. 2:**
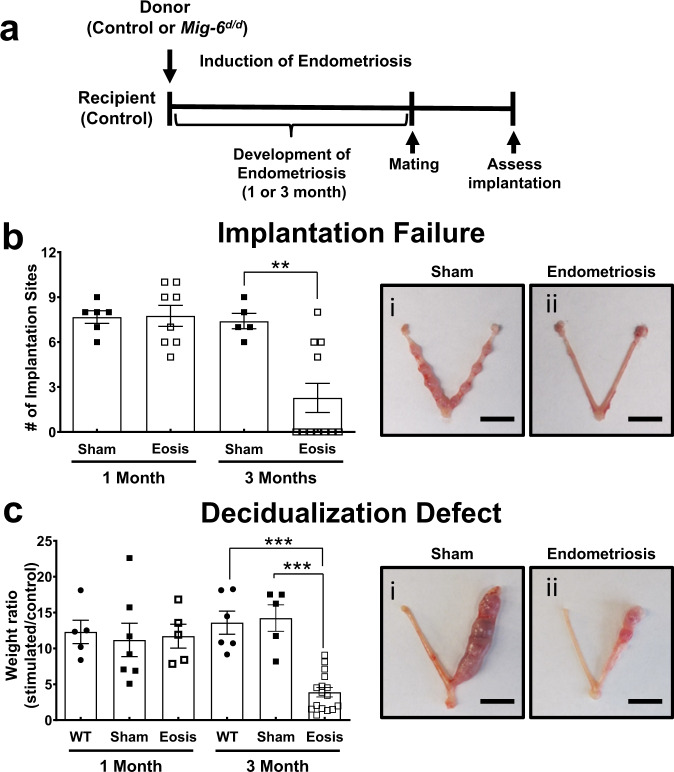
Defects of implantation and decidualization in mice with endometriosis. **a** Experimental design to investigate endometriosis-related infertility. **b** Average number and uterine images of implantation sites at GD 7.5 in mice with endometriosis (Eosis) on 1 and 3 months after endometriosis induction (*n* = 6 for sham and *n* = 8 for endometriosis at 1 month and *n* = 5 for sham and for *n* = 11 endometriosis at 3 months). Data are represented as mean ± SEM, ** *p* = 0.0021 by Ordinary one-way ANOVA test. Scale bars: 1 cm. **c** Average ratio of stimulated uterine weight to control weight and uterine images of mice with endometriosis after artificially induced decidualization (*n* = 5 for wild type, *n* = 7 for sham, and *n* = 5 for endometriosis at 1 month and *n* = 6 for wild type, *n* = 5 for sham, and *n* = 16 for endometriosis at 3 months). Data are represented as mean ± SEM, *** *p* = 0.0001 by Ordinary one-way ANOVA test. Scale bars: 1 cm. Three independent experiments were performed for (**b**) and (**c**) with similar results. Source data are provided in the Source Data file.

Having established the link between endometriosis development and MIG-6 attenuation in the eutopic endometrium, we sought to determine if MIG-6 depletion is involved in endometriotic lesion development. In a comparison of MIG-6 expression in paired ectopic and eutopic endometrial biopsies taken from women with endometriosis, MIG-6 amounts were significantly reduced in the ectopic endometrial specimens (*p* = 0.0022) (Fig. 3a, b). To assess the effect of MIG-6 deficiency in endometriosis development, we induced endometriosis in control (*Pgr*^*cre/+*^*Rosa26*^*mTmG/+*^) and *Mig-6*^*d/d*^*Rosa26*^*mTmG/+*^ mice and found that uterine MIG-6 attenuation significantly increased incidence (*p* = 0.0048) and weight of endometriotic lesions (*p* = 0.0154) (Fig. 3c, d). To address the role of MIG-6 in endometriosis-related infertility, we surgically induced endometriosis in wild-type females using endometrial fragments from donor control (*Pgr*^*cre/+*^*Rosa26*^*mTmG/+*^) and *Mig-6*^*d/d*^*Rosa26*^*mTmG/+*^ mice (Fig. 3e). One month after endometriosis induction, the number of implantation sites was significantly reduced in the mice with *Mig-6*^*d/d*^*Rosa26*^*mTmG/+*^ ectopic lesions compared to the mice with control ectopic lesions (*p* = 0.002). Furthermore, implantation sites were entirely absent from mice with *Mig-6*^*d/d*^*Rosa26*^*mTmG/+*^ ectopic lesions after 2 months of endometriosis development (Fig. 3f, g). These results demonstrate that MIG-6 attenuation in ectopic lesions increased endometriosis development and accelerated implantation failure compared to controls.

**Fig. 3:**
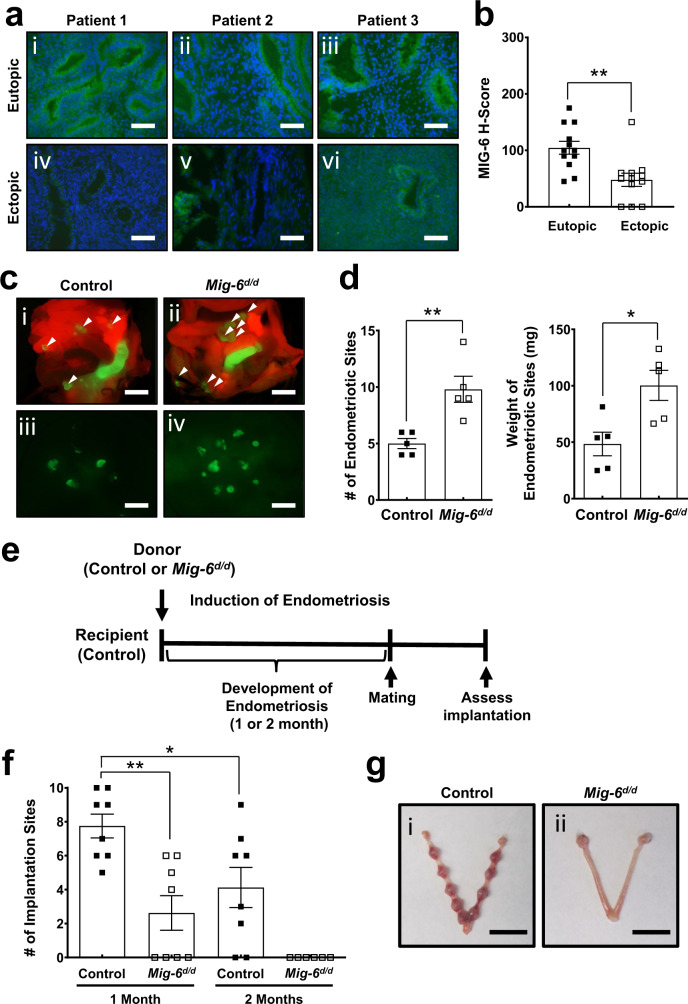
Reduction of MIG-6 in ectopic lesions in endometriosis patients and the effect of ectopic lesions with MIG-6 deficiency on endometriosis development and embryo implantation. **a**, **b** Decrease of MIG-6 expression in ectopic endometriotic lesions compared to eutopic endometrium from the same endometriosis patients. Representative photomicrographs (**a**) and H-score (**b**) of immunofluorescence analysis of MIG-6 in eutopic endometrium and ectopic lesions from women with endometriosis (*n* = 12 for group). Green fluorescent protein indicates MIG-6 protein expression and nuclei were counterstained with DAPI. Data are represented as mean ± SEM, ** *p* = 0.0022 by two-tailed unpaired *t* test. Scale bars: 100 μm. **c**, **d** The effect of ectopic lesions with MIG-6 deficiency on endometriosis development. Endometriosis was surgically induced in control (*Pgr*^*cre/+*^*Rosa26*^*mTmG/+*^) and *Mig-6*^*d/d*^*Rosa26*^*mTmG/+*^ mice. Endometriotic lesions were visualized by GFP expression in control and *Mig-6*^*d/d*^*Rosa26*^*mTmG/+*^ mice. Fluorescence photomicrographs (**c**) and average total number (**d**) of endometriosis lesions in control and *Mig-6*^*d/d*^*Rosa26*^*mTmG/+*^ mice (*n* = 5 for group). DAPI. Data are represented as mean ± SEM, ** *p* = 0.0048 and * *p* = 0.0154 by two-tailed unpaired *t* test. Arrowheads indicate lesions attached outside the uterus. Scale bars: 1 cm. **e–g** The effect of ectopic lesions with MIG-6 deficiency on embryo implantation. **e** Experimental design to access the effect of ectopic lesions with MIG-6 deficiency on embryo implantation. Average number (**f**) and uterine images (**g**) of implantation sites at GD 7.5 in mice with endometriosis on 1 and 3 months after endometriosis induction (*n* = 8 for control and n = 8 for *Mig-6*^*d/d*^ at 1 month and *n* = 8 for control and *n* = 6 for *Mig-6*^*d/d*^ at 2 months). Data are represented as mean ± SEM, * *p* = 0.0366 and ** *p* = 0.0020 by Ordinary one-way ANOVA test. Scale bars: 1 cm. Three independent experiments were performed for (**a**–**d**) and (**f**–**g**) with similar results. Source data are provided in the Source Data file.

Cessation of epithelial E2-induced proliferation is essential for implantation in all eutherian mammal species studied^24,25^. In mice, abundant proliferation of epithelial and stromal cells is detectable at day 2.5 of gestation (GD 2.5). However, just before implantation, P4 inhibits epithelial proliferation and induces differentiation to an embryo receptive state^26^. Establishing uterine receptivity by sequential actions of E2 and P4 on endometrial cells is critical for successful embryo apposition, attachment, implantation, and pregnancy maintenance, and lack of sufficient E2 and P4 action can result in infertility and pregnancy loss in humans^5,7,10,27^ and mice^28–31^. *Mig-6*^*d/d*^ mice are infertile due to P4 resistance and implantation failure^32^. To determine whether a defect of embryo implantation is caused by an alteration in endometrial cell proliferation, we examined the expression of a proliferation marker (Ki67) at pre-implantation (GD 3.5). Epithelial proliferation was significantly increased in the *Mig-6*^*d/d*^ endometrium compared to controls (*p* < 0.0001) (*Mig-6*^*f/f*^; Supplementary Fig. 3a, b). To identify the molecular explanation for the effect of MIG-6 loss on epithelial proliferation, we examined amounts of several E2 signaling molecules, including epidermal growth factor receptor (EGFR), ERBB2 and extracellular-signal-regulated kinase 1/2 (ERK1/2) at GD 3.5 in *Mig-6*^*f/f*^ and *Mig-6*^*d/d*^ mice. EGFR amounts were unchanged, but ERBB2 and phospho-ERK1/2 (pERK1/2) amounts were selectively increased in *Mig-6*^*d/d*^ mice (Supplementary Fig. 3c, d). These results suggest MIG-6 is a negative regulator of ERBB2/ERK signaling in the pre-implantation endometrium.

### ERBB2 overexpression causes infertility in *Mig-6*^*d/d*^ mice

In order to investigate the effect of ERBB2 targeting on nonreceptive endometrium and endometriosis with *Mig-6* deficiency, we introduced *Erbb2* ablation in *Mig-6*^*d/d*^ mice (*Mig-6*^*d/d*^*Erbb2*^*d/d*^; Supplementary Fig. 4). To address the effect of conditional *Erbb2* knockout on the infertility phenotype of *Mig-6*^*d/d*^ mice, we mated female control, *Mig-6*^*d/d*^, and *Mig-6*^*d/d*^*Erbb2*^*d/d*^ (*Pgr*^*cre/+*^*Mig-6*^*f/f*^*Erbb2*^*f/f*^) mice with wild type male mice for 6 months to determine their overall fertility. As expected, *Mig-6*^*d/d*^ mice were infertile^20^, but surprisingly, *Mig-6*^*d/d*^*Erbb2*^*d/d*^ exhibited normal fecundity compared to controls (6.40 ± 0.49 and 7.29 ± 0.29 average pups/litter, respectively; Supplementary Table 1). This is a remarkable instance of molecular targeting to correct infertility caused by endometrial P4 resistance.

To further dissect the reversal of *Mig-6*-related infertility by attenuation of *Erbb2*, we examined implantation rates. Uterine horns of *Mig-6*^*d/d*^ mice had no grossly visible implantation sites at GD 5.5, whereas *Mig-6*^*d/d*^*Erbb2*^*d/d*^ mice averaged 7.00 ± 0.41 implantation sites that appeared normally spaced (Fig. 4a). Subsequent histology revealed that all embryos in *Mig-6*^*d/d*^*Erbb2*^*d/d*^ uteri were positioned as expected alongside the anti-mesometrial luminal epithelium, and the stromal cells had the normal decidual response surrounding the embryo (Fig. 4b). To identify the effect of additional *Erbb2* knockout on the aberrantly increased epithelial proliferation of GD 3.5 *Mig-6*^*d/d*^ mice, we assessed Ki67 and cyclin D1 expression in *Mig-6*^*d/d*^*Erbb2*^*d/d*^ mice. In contrast to *Mig-6*^*d/d*^ mice, *Mig-6*^*d/d*^*Erbb2*^*d/d*^ endometrial epithelial cells exhibited normal cyclin D1 and Ki67 (Fig. 4c). Since the increase of epithelial proliferation in *Mig-6*^*d/d*^ mice is accompanied by increased E2 signaling, we investigated whether excess E2 signaling is abrogated by *Erbb2* ablation. The expression of the E2-responsive genes mucin 1 (*Muc-1*) (*p* = 0.00156, *p* = 0.0091, and *p* = 0.0029), chloride channel calcium activated 3 (*Clca3*)) (*p* < 0.0001), lactoferrin (*Ltf*) (*p* < 0.0001), and complement component 3 (*C3*) (*p* = 0.0007, *p* = 0.0003, and *p* < 0.0001) were significantly increased in *Mig-6*^*d/d*^ mice but restored to normal amounts in *Mig-6*^*d/d*^*Erbb2*^*d/d*^ mice (Fig. 4d). The same pattern was apparent for MUC1 and LTF protein amounts (Fig. 4e). However, PGR and ESR1 expression were not changed (Supplementary Fig. 5). These results imply that ERBB2 overexpression resulting from *Mig-6* attenuation causes female infertility due to a nonreceptive endometrium, and this effect may be reversed by ablation of *Erbb2*.

**Fig. 4:**
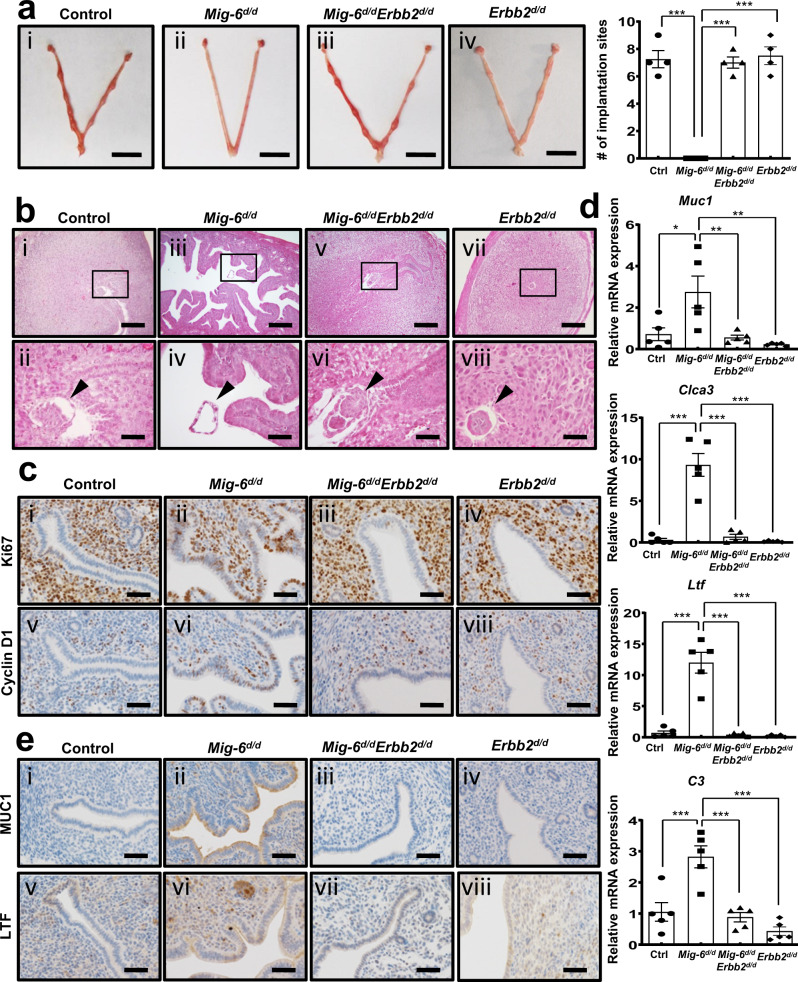
Rescue of implantation defect and recovery of aberrant activated epithelial cells proliferation and ESR signaling in *Mig-6*^*d/d*^ mice by *Erbb2* double ablation. **a** Uteri of control, *Mig-6*^*d/d*^, *Mig-6*^*d/d*^*Erbb2*^*d/d*^, and *Erbb2*^*d/d*^ mice and number of implantation sites at GD 5.5 (*n* = 4 for each genotype). Data are represented as mean ± SEM, * *p* < 0.0001 by Ordinary one-way ANOVA test. Scale bars: 1 cm. **b** Hematoxylin and eosin (H&E) staining in paired endometrium of control, *Mig-6*^*d/d*^, *Mig-6*^*d/d*^*Erbb2*^*d/d*^, and *Erbb2*^*d/d*^ mice at GD 5.5. Arrowheads indicate embryos. Scale bars: 200 μm for (i), (iii), (v), and (vii) and 50 μm for (ii), (iv), (vi), and (viii). **c** Immunohistochemistry analysis of Ki67 and Cyclin D1 in the endometrium of control, *Mig-6*^*d/d*^, *Mig-6*^*d/d*^*Erbb2*^*d/d*^, and *Erbb2*^*d/d*^ mice at GD 3.5. Scale bars: 50 μm. **d**, **e** RT**-**qPCR analysis of *Muc1* (* *p* = 0.00156, ** *p* = 0.0091, and ** *p* = 0.0029), *Clca3*(*** *p* < 0.0001), *Ltf* (*** *p* < 0.0001), and *C3* (*** *p* = 0.0007, *** *p* = 0.0003, and *** *p* < 0.0001). Data are represented as mean ± SEM and analyzed by Ordinary one-way ANOVA test. (**d**) and immunohistochemistry analysis of MUC1 and LTF (**e**) as epithelial ESR1 target genes in the uterus of control, *Mig-6*^*d/d*^, *Mig-6*^*d/d*^*Erbb2*^*d/d*^, and *Erbb2*^*d/d*^ mice at GD 3.5 (*n* = 5 for each genotype). Scale bars: 50 μm. Three independent experiments were performed for a - e with similar results. Source data are provided in the Source Data file.

### *Erbb2* ablation overcomes P4 resistance in *Mig-6* mutant mice

*Mig-6* attenuation causes endometrial P4 resistance demonstrated by P4’s inability to inhibit E2-induced uterine weight gain in *Mig-6*^*d/d*^ mice^20^. In order to determine if *Erbb2* ablation restores endometrial P4 responsiveness in *Mig-6*^*d/d*^ mice, ovariectomized control, *Mig-6*^*d/d*^, and *Mig-6*^*d/d*^*Erbb2*^*d/d*^ mice were treated with vehicle or E2 + P4 for 3 days. While *Mig-6*^*d/d*^ mice treated with E2 + P4 experienced significant increases in uterine weight (*p* < 0.0001), vascularization, and expression of the E2 target genes *Muc1*, *Clca3*, *Ltf*, and *C3* compared to E2 + P4 treated control mice (*p* < 0.0001), *Mig-6*^*d/d*^*Erbb2*^*d/d*^ mice exhibited normal P4 responsiveness and expression of E2 target genes (Fig. 5a–c). IHC results showed that a decrease of PGR expression in *Mig-6*^*d/d*^ mice was recovered in *Mig-6*^*d/d*^*Erbb2*^*d/d*^ mice, but ESR1 expression was not changed (Supplementary Fig. 6). We then examined whether ERBB2 null mutation can rescue PGR-null mice’s endometrial phenotypes. We have generated *Pgr*^*cre/cre*^*Erbb2*^*f/f*^ and *Pgr*^*cre/+*^*Erbb2*^*f/f*^ mice to determine the effect of ERBB2 ablation in PRKO (progesterone receptor knock-out) mice. However, ERBB2 null mutation did not rescue the phenotype of implantation failure in PRKO mice (Supplementary Fig. 7). In addition, we examined the effects of E2 alone in the endometrium of normal and mutant mice. Ovariectomized control, *Mig-6*^*d/d*^, *Erbb2*^*d/d*^, and *Mig-6*^*d/d*^ *Erbb2*^*d/d*^ mice were treated with E2 alone for 3 days. However, the uterus/body weight measurements were not different between control, *Mig-6*^*d/d*^, *Erbb2*^*d/d*^, and *Mig-6*^*d/d*^ *Erbb2*^*d/d*^ mice after E2 treatment (Supplementary Fig. 8).

**Fig. 5:**
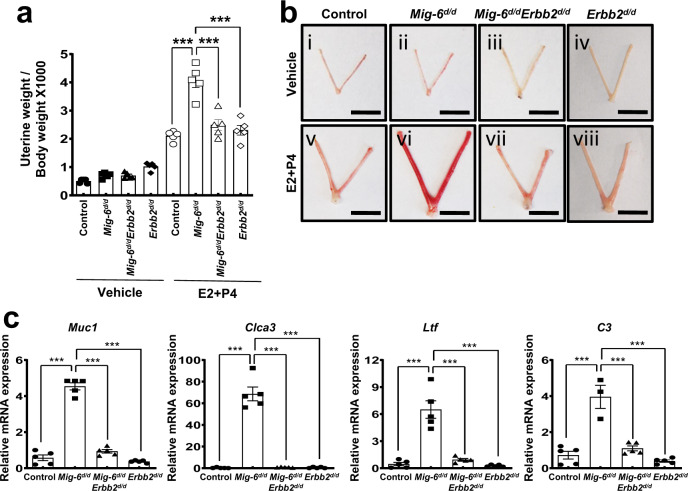
Rescue of steroid hormone dysregulation in *Mig-6*^*d/d*^ mice by *Erbb2* double ablation. **a**, **b** Ratio of uterine weight to body weight (**a**) and uteri (**b**) of control, *Mig-6*^*d/d*^, *Mig-6*^*d/d*^*Erbb2*^*d/d*^, and *Erbb2*^*d/d*^ mice treated with vehicle or E2 + P4 for 3 days (*n* = 5 per genotype). Data are represented as mean ± SEM, *** *p* < 0.0001 by Ordinary one-way ANOVA test. Scale bars: 1 cm (**c**), RT-qPCR analysis of epithelial ESR1 target genes expression, *Muc1*, *Clca3*, *Ltf*, and *C3* in the uteri of control, *Mig-6*^*d/d*^, *Mig-6*^*d/d*^*Erbb2*^*d/d*^, and *Erbb2*^*d/d*^ mice treated with E2 + P4 for 3 days (*n* = 5 per genotype). Data are represented as mean ± SEM, *** *p* < 0.0001 by Ordinary one-way ANOVA test. Three independent experiments were performed for (**a**–**c**) with similar results. Source data are provided in the Source Data file.

We then examined the expression of ERBB2 in the induced endometriosis of nonhuman primates. We observed increased ERBB2 in the eutopic endometrium from the same baboons over time and with endometriosis progression. There are reverse correlations between MIG-6 and ERBB2 proteins (Fig. 6a–c). We next examined the effect of *Erbb2* ablation in the endometriosis development of *Mig-6*^*d/d*^ mice and found the number and weight of endometriotic lesions were restored to control amounts by the additional ablation of *Erbb2* (Fig. 6d, e; Supplementary Fig. 9).

**Fig. 6:**
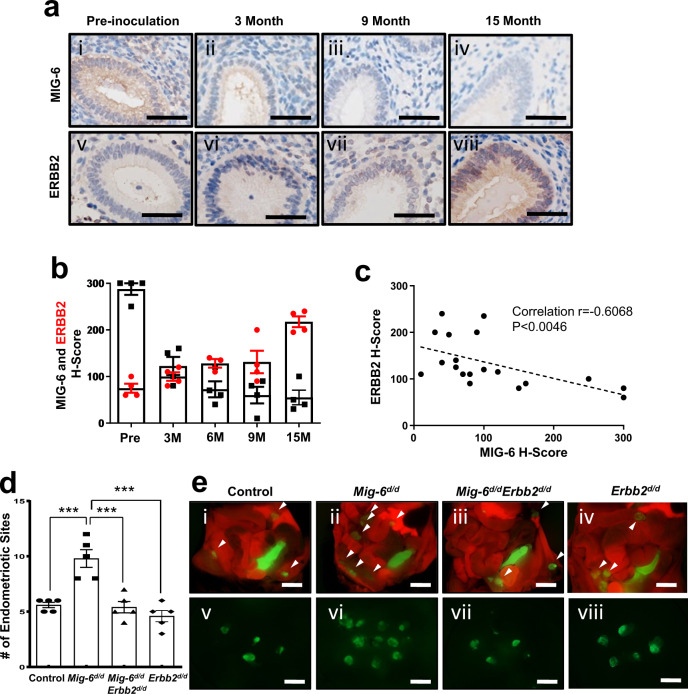
The reverse correlations between MIG-6 and ERBB2 proteins in the endometriosis baboon model. **a**–**c** Immunohistochemical representative photomicrographs (**a**) and H-score (**b**) of MIG-6 (black) and ERBB2 (red) in the endometriosis baboon model induced by intraperitoneal inoculation of menstrual endometrium during progression of endometriosis in pre-inoculation, 3, 6, 9, and 15 months (*n* = 4 per period). Scale bars: 50 μm. **c** The reverse correlations between MIG-6 and ERBB2 proteins (Spearman correlation coefficient *r* = −0.6068, The two-tailed *p* value is 0.0046). **d**, **e** Average total number (**d**) and representative fluorescence photomicrographs (**e**) of endometriotic sites in control, *Mig-6*^*d/d*^, *Mig-6*^*d/d*^*Erbb2*^*d/d*^, and *Erbb2*^*d/d*^ mice by induced endometriosis based on *mT/mG* mice (*n* = 5 per genotype). Endometriotic lesions were visualized by GFP expression in the outside of uterus. White arrow indicates endometriotic lesions. Data are represented as mean ± SEM, *** *p* = 0.0003, *** *p* = 0.0002, and *** *p* < 0.0001 by Ordinary one-way ANOVA test. Scale bars: 1 cm. Three independent experiments were performed for a - e with similar results. Source data are provided in the Source Data file.

Uterine *Mig-6* ablation causes endometrial hyperplasia by 5 months of age^20^. To investigate the impact of additional *Erbb2* knockout on endometrial hyperplasia development due to *Mig-6* attenuation, we examined uterine weight and gross histological morphology in control, *Mig-6*^*d/d*^, and *Mig-6*^*d/d*^*Erbb2*^*d/d*^ mice at 5 months of age. Uterine weight was significantly decreased in *Mig-6*^*d/d*^*Erbb2*^*d/d*^ mice when compared to *Mig-6*^*d/d*^ mice (*p* < 0.0001), and histological analysis revealed that *Mig-6*^*d/d*^*Erbb2*^*d/d*^ mice did not develop endometrial hyperplasia (Supplementary Fig. 10). These results demonstrate that all known female reproductive phenotypes caused by knocking out uterine *Mig-6* are restored to baseline by also knocking out *Erbb2*.

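RNA of whole uteri on gestation day (GD) 3.5, before the embryo implants, was measured in control mice, in mice lacking *Mig-6* in *Pgr*-expressing cells (*Mig-6* d/d) and in mice that lack *Erbb2* there as well (*Mig-6* d/d*Erbb2* d/d, called the double knockout below). Each of these 3 groups had 3 arrays, on which a probe set, a group of short probes, reads a transcript. The control mice had floxed *Mig-6* with or without floxed *Erbb2*, and which array came from which of these genotypes is not given in the sources used here. RNA was pooled from several mice per genotype, and whether the 3 arrays of a group came from separate pools is not given, so the p-values may measure technical spread only. The methods give mice of 8 to 12 weeks of age where the sample labels give 2 weeks. The deposited values are intensities on a linear scale for 45037 probe sets, made by the authors with robust multi-array averaging, and their median was 7.87 to 8.24 per array. Intensities are given as means ± SD over the 3 arrays of a group, and log2 fold changes as differences between mean log2 intensities. All 3 groups entered 1 linear model in limma. A probe set was called increased or decreased at a Benjamini-Hochberg adjusted p under 0.05 and a change of more than 1.5-fold, and no gene is said to rise or fall without that call. A gene is read at its probe set with the highest mean intensity unless stated otherwise. The number of arrays limits the precision, and a fold change from a level near the arrays' median, where signal over background was not judged, is not exact.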

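*Errfi1* is the gene symbol of *Mig-6*, which encodes an adaptor that restrains ERBB receptors, and its level checks the labels of the arrays. Its brighter probe set read 454, 564.5 and 286 in the control arrays and 76.05, 29.8 and 40.3 in the double-knockout arrays. In the libraries labelled *Mig-6* d/d it read 15.1 in replicate 1, 16.0 in replicate 2 and 255 in replicate 3, so the library labelled *Mig-6* d/d replicate 3 lay near the control level. Its other probe set read 37.0 in that library, 11.2 and 10.0 in the others labelled *Mig-6* d/d, and 33.7 to 65.1 in control. With that library, *Errfi1* had a log2 fold change of -3.41 in *Mig-6* d/d (SE 0.90, adjusted p = 0.0719, limma), and without it -4.75 (adjusted p = 0.00342, limma, where 17 alternatives gave 0.00342 to 0.213). *Erbb2*, the receptor gene deleted with it, had an intensity of 37.3 ± 8.19 in control, 43.5 ± 3.62 in *Mig-6* d/d and 15.5 ± 4.90 in the double knockout (SD, n = 3). *Erbb2* fell by 1.54 on the log2 scale from *Mig-6* d/d to the double knockout (SE 0.24, adjusted p = 0.00649, limma), and against control its log2 fold change in the double knockout was -1.30 (adjusted p = 0.0649, limma). By RT-qPCR of uteri in Supplementary Fig. 4, *Mig-6* was lower in both knockouts than in control, and *Erbb2* was higher in *Mig-6* d/d and lower in the double knockout. This does not settle the label of 1 array. Where these probe sets lie relative to the deleted exons is not given in the sources used here, and a probe set outside the deleted part checks nothing.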

To identify the signaling pathways that *Mig-6* regulates at pre-implantation, we performed transcriptomic analysis on the uteri from control, *Mig-6*^*d/d*^, and *Mig-6*^*d/d*^*Erbb2*^*d/d*^ mice at GD 3.5. We found 1,022 and 771 increased or decreased transcripts, respectively, in the *Mig-6*^*d/d*^ uterus as compared with controls (Fig. 7a and Supplementary Table 2). 

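In the *Mig-6* d/d uterus the largest increases included transcripts of epithelial cells and their secretions. *Prap1*, which encodes a secreted proline-rich protein of the epithelium, rose from an intensity of 11.8 ± 3.79 in control to 415 ± 316 (SD, n = 3), a log2 fold change of 4.93 (SE 0.78, adjusted p = 0.0134, limma). *Krt12*, a keratin gene, rose from 12.1 ± 1.98 to 216 ± 107 (log2 fold change 4.06, SE 0.30, adjusted p = 0.00104, limma). *Aqp4*, a water channel gene, rose from 7.87 ± 0.855 to 80.1 ± 3.36, a log2 fold change of 3.35 from a control level near the arrays' median (SE 0.10, adjusted p = 5.6e-07, limma). *Cbr2*, a carbonyl reductase gene, rose from 375 ± 97.6 to 2866 ± 612. The lactoferrin gene *Ltf*, the death-domain gene *Unc5cl*, the oxygen sensor *Egln3*, *Bcl2l15*, the protease gene *Prss22* and *Prxl2a* made up the rest of the 10 largest increases, at log2 fold changes of 2.76 to 3.90. Decreases were smaller. *Aox3*, an aldehyde oxidase gene, decreased from 65.3 ± 2.80 to 22.4 ± 9.11, a log2 fold change of -1.62 (SE 0.24, adjusted p = 0.0115, limma). *Efhd1*, which encodes a calcium-binding mitochondrial protein, decreased from 37.6 ± 3.23 to 15.8 ± 1.70 (log2 fold change -1.25, adjusted p = 0.00495, limma). The transcription factor genes *Ebf1* and *Osr1*, the heat shock genes *Hspb6* and *Hspa12b*, the adhesion gene *Cntn1*, the transporter gene *Abcb1a*, *Sned1* and *Cplx2* fell with log2 fold changes of -1.29 to -1.09. In the same arrays, *Krt7* and *Cldn7*, markers of simple epithelium, rose with log2 fold changes of 2.61 and 2.15, and *Vim*, a marker of stroma, fell by 0.61 (*Krt7* and *Vim* were not called without control replicate 1 or 2, among others). In all, 772 probe sets were increased and 493 decreased of the 45037 tested, which is 463 and 328 genes of 18193. Of these, 388 increased and 46 decreased probe sets changed more than 2-fold, and the largest decrease was 3.07-fold. The arrays of the groups lay apart without overlap for all 1265 of them and for 21.0% of all probe sets, where chance gives 10%. Without control replicate 2 there were 217 increased and 136 decreased, without the library labelled *Mig-6* d/d replicate 1 there were 227 and 130, without the library labelled *Mig-6* d/d replicate 3 there were 239 and 180, and without the library labelled *Mig-6* d/d replicate 2 there were 289 decreased. Of the 10 largest increases 5 (*Aqp4*, *Cbr2*, *Egln3*, *Krt12* and *Prss22*), and of the 10 largest decreases 4 (*Aox3*, *Cplx2*, *Efhd1* and *Hspa12b*), were called without each of the 9 arrays in turn, and the others lost the call without control replicate 2, apart from *Hspb6*, which lost it without the library labelled *Mig-6* d/d replicate 1 or 3.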

Remarkably, 1,722 of the altered genes (96.04 %) in *Mig-6*^*d/d*^ mice reverted to their normal expression levels in *Mig-6*^*d/d*^*Erbb2*^*d/d*^ mice. 

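Most transcripts altered in *Mig-6* d/d lay near the control level in the double knockout. *Ltf*, which encodes the estrogen-induced secreted protein lactoferrin, read 145 ± 116 in control, 1799 ± 323 in *Mig-6* d/d and 149 ± 191 in the double knockout (SD, n = 3). That last mean rested on replicate 3, at 368.9. Double-knockout replicates 1 and 2 read 43.99 and 33.32, below the control arrays at 73.85, 81.54 and 279.3. Against control, *Ltf* had a log2 fold change of -0.55 in the double knockout (adjusted p = 0.937, limma), and -1.64 to 0.10 over 17 alternatives. From *Mig-6* d/d to the double knockout it fell by 4.45 on the log2 scale (SE 0.80, adjusted p = 0.0118, limma), but was not called without double-knockout replicate 1. *Cftr*, an epithelial chloride channel gene, fell from 111 ± 56.3 in *Mig-6* d/d to 6.91 ± 4.66 in the double knockout, a level near the arrays' median, by 4.03 on the log2 scale (SE 0.73, adjusted p = 0.0120, limma; not called without the library labelled *Mig-6* d/d replicate 1 or double-knockout replicate 1 or 2). *Krt12* and *Egln3* fell by 3.79 and 3.57 between these groups. *Prap1*, *BC048679*, *Serpinb11*, *Mal2*, the surfactant gene *Sftpd* and the gap junction gene *Gjb2* completed the 10 largest decreases, at -3.92 to -3.34. The ranking covers only called genes whose arrays do not overlap between these groups. Of these 10, *BC048679*, *Egln3* and *Krt12* were called without each array. *Prap1*, *Serpinb11*, *Mal2*, *Sftpd* and *Gjb2* were not called without the library labelled *Mig-6* d/d replicate 1 or double-knockout replicate 1 or 2, among others. *Gzmb*, which encodes a granzyme of uterine natural killer cells, rose from 13.9 ± 2.77 in *Mig-6* d/d to 76.8 ± 29.8 in the double knockout (log2 fold change 2.42, SE 0.41, adjusted p = 0.00967, limma). Against control, *Gzmb* had log2 fold changes of 1.39 to 2.22 in the double knockout over 17 alternatives, without a call in any. Its rise is therefore not shown to be a return to the control level. Markers of epithelium had a median log2 fold change of -1.42 between these groups with 16 of 20 decreased, and markers of smooth muscle and endothelium had medians of 0.92 and 0.67 with 5 and 6 increased. From *Mig-6* d/d to the double knockout, 1074 probe sets were increased and 1238 decreased, against 658 and 676 without the library labelled *Mig-6* d/d replicate 1, 502 and 631 without double-knockout replicate 1, 651 and 611 without double-knockout replicate 2, and 728 decreased without the library labelled *Mig-6* d/d replicate 3. The 772 probe sets increased in *Mig-6* d/d had a median log2 fold change against control of 1.01 in *Mig-6* d/d and 0.04 in the double knockout (SD 0.33 across probe sets), and the 493 decreased ones medians of -0.75 and -0.08 (SD 0.31). Of the 1265 altered probe sets, 1250 (98.8%, exact 95% interval 98.1 to 99.3%) were not called in the double knockout against control, and 590 of the increased and 301 of the decreased ones were called in the opposite direction between *Mig-6* d/d and the double knockout. A probe set that is not called is not shown to equal control, and the 95% confidence interval of the change against control lay within 1.5-fold for 709 (56.0%). The altered probe sets were chosen on the same control arrays. With 1 control and 1 *Mig-6* d/d array kept out of the choice, the double-knockout mean lay within 1.5-fold of the kept-out control in between 63.0% (control replicate 3 and the library labelled *Mig-6* d/d replicate 1 kept out) and 91.9% (control replicate 1 and the same library) of the probe sets. In these 2 choices the kept-out *Mig-6* d/d array itself lay more than 1.5-fold from the kept-out control in the direction of the change in 57.5% and 35.3%, so lying within 1.5-fold is not in itself a return. The median log2 changes in that direction were 0.68 and 0.43 in the kept-out *Mig-6* d/d array and -0.31 and -0.16 in the double knockout. The sign in the double knockout depended on the kept-out control. With control replicate 1 or 3 kept out, its median was -0.33 to -0.11. With control replicate 2 and *Mig-6* d/d replicate 1, 2 or 3 kept out, it was 0.18, 0.13 and 0.29, over 16, 598 and 16 probe sets. The kept-out *Mig-6* d/d arrays had medians of 1.67, 0.83 and 2.09 there.

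**Figure D1:**
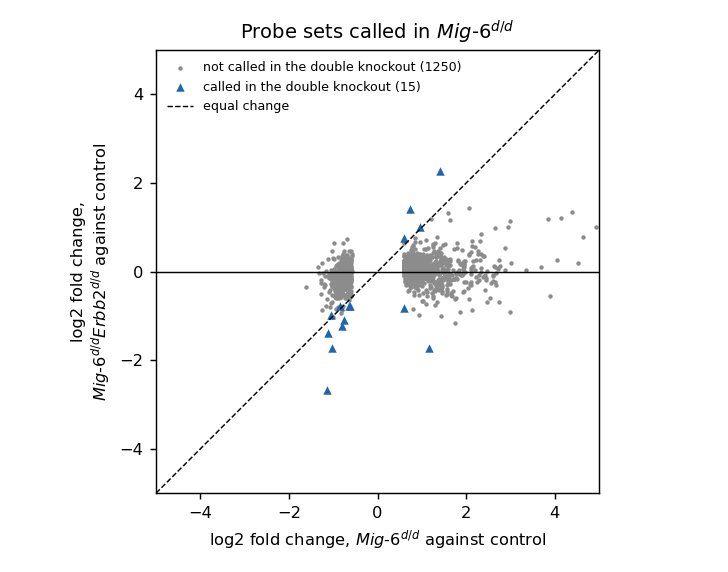
Log2 fold change against control of the 1265 probe sets altered in *Mig-6* d/d, in *Mig-6* d/d on the horizontal axis and in the double knockout on the vertical axis; grey points (1250) are not called in the double knockout and blue triangles (15) are. Most grey points lie along the horizontal line of no change.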

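A total of 15 probe sets were called in both knockouts against control. The synaptic gene *Cplx2* (log2 fold change -1.11 in *Mig-6* d/d and -1.39 in the double knockout) and the germ cell gene *Tex15* (-1.03 and -1.72) fell in both, as did *Car11*, *Pdgfrl*, *Sema5a* and *Zfp975*. *Mboat2* (0.96 and 1.01) and *Stk35* rose in both, and the protease gene *Ctse* rose in *Mig-6* d/d (1.16) and fell in the double knockout (-1.72). These are the 9 genes called in both at the probe set with the highest mean, and of them *Cplx2* alone was called in both comparisons without each array. Of the 15, 4 rose in both, 9 fell in both and 2 went opposite ways, where independent lists of these sizes would share 1.53, 0.788 and 2.21. Unchanged groups simulated against the same controls shared 0. Unchanged groups have few or no calls to share, so this 0 is no reference for the 15. The 3 control arrays are too few to be split, so part of the excess may come from their being shared. Both knockouts also share the loss of *Mig-6* and, unlike control, a copy of *Pgr* that carries cre. Which of these accounts for the shared calls was not tested. Over all probe sets the log2 fold changes of the knockouts against control had a correlation of 0.140 (covariance 0.0104), where unchanged groups simulated in the same way gave 0.501 (covariance 0.0154). The correlation was 0.0142 without double-knockout replicate 3, 0.251 without control replicate 3 and 0.310 without control replicate 1.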

Pathway analysis showed that major altered pathways in the *Mig-6*^*d/d*^ uterus included cell-cycle control and DNA replication. 

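Genes that copy DNA were higher in *Mig-6* d/d than in control as groups. *Cdc6*, which loads the MCM helicase onto replication origins, rose with a log2 fold change of 1.86 (adjusted p = 0.00906, limma). *Uhrf1*, which binds hemimethylated DNA behind the replication fork, rose by 1.03 (adjusted p = 0.0191, limma; not called without control replicate 2 or the libraries labelled *Mig-6* d/d replicate 1 or 3). Of 23 replication licensing genes, 20 were higher and 8 were called increased (11 adjusted over the list alone), and none was decreased. The median log2 fold change of this list was 0.53 (adjusted p = 2.1e-09, camera, against all other genes; adjusted p = 0.182 with an estimated correlation). Of 30 genes of DNA replication, all 30 were higher and 7 were increased (11 adjusted over the list alone), with a median of 0.47 (adjusted p = 3.3e-14, camera; adjusted p = 0.182 with an estimated correlation). Fewer genes of mitosis were called. The spindle checkpoint gene *Mad2l1* was the 1 gene called of 23 (2 adjusted over the list alone; not called without control replicate 2, among others), although 22 were higher, and the median was 0.32 (0.20 without control replicate 2 and 0.19 without the library labelled *Mig-6* d/d replicate 3; adjusted p = 2.6e-05, camera; adjusted p = 0.435 with an estimated correlation; adjusted p = 0.212, fry). The proliferation marker gene *Mki67* had a log2 fold change of -0.15 (adjusted p = 0.687, limma). In the double knockout against control the medians of the licensing, DNA replication and mitosis lists were 0.02, 0.06 and -0.07, with 0 genes called by limma, 0 at an unadjusted p under 0.05 with the fold limit (2, 2 and 1 without it) and 0 by the t-test that the methods name with the fold limit (1, 2 and 0 without it). Without control replicate 1 the licensing and DNA replication lists were higher in the double knockout than in control, at medians of 0.19 (adjusted p = 0.0311, camera) and 0.17 (adjusted p = 0.00634, camera). The DNA replication list was also higher without double-knockout replicate 3, at 0.13 (adjusted p = 0.0396, camera). Without control replicate 2 or double-knockout replicate 2 the mitosis list was lower, at -0.15 and -0.19. From *Mig-6* d/d to the double knockout the medians were -0.55, -0.45 and -0.39, with 6, 9 and 1 genes decreased. These groups moved together with the cell types of the uterus, as 13 of 20 epithelial marker genes were increased in *Mig-6* d/d (18 adjusted over the list alone) and all 17 stromal markers were lower. Of 23 gene lists, 14 passed camera in *Mig-6* d/d against control (11 by fry), 16 between the knockouts (13 by fry), and 0 in the double knockout against control (2 at an unadjusted p under 0.05, 0 by fry), and with an estimated correlation 0 passed in any of these. In the double knockout against control the epithelial markers had a median of -0.20 (adjusted p = 0.165, camera) and passed without control replicate 1 (-0.29), control replicate 2 (-0.33) or double-knockout replicate 3 (-0.35). The list of estrogen-responsive epithelium passed without double-knockout replicate 3, at -0.70 (adjusted p = 2.0e-05, camera). The interferon list also passed without double-knockout replicate 3 (-0.37), the smooth muscle markers without control replicate 2 (0.33) and the leukocyte markers without double-knockout replicate 2 (0.13).

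**Figure D2:**
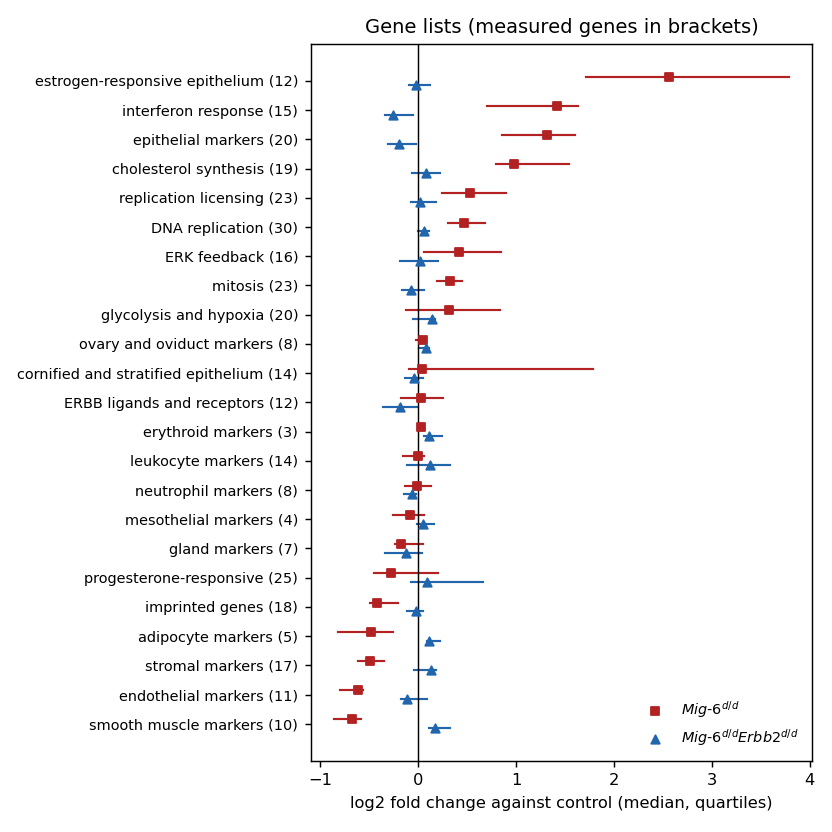
Log2 fold change against control of 23 gene lists in *Mig-6* d/d (red squares) and the double knockout (blue triangles), as the median of each list with a line over its quartiles. In *Mig-6* d/d the list of estrogen-responsive epithelium lies farthest to the right, at 2.56, and in the double knockout its median is -0.02 (-0.70 without double-knockout replicate 3).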

P4 blocks E2-induced DNA synthesis by inhibiting replication licensing including mini-chromosome maintenance (MCM) proteins^33,34^ which have a role in both the initiation and elongation phases of eukaryotic DNA replication as part of the MCM complex^35,36^. Fifteen genes associated with cell cycle and DNA replication were significantly changed in the *Mig-6*^*d/d*^ uterus (Supplementary Table 3). 

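Of the 15 genes of cell cycle regulation and DNA replication, the MCM genes encode the helicase that opens DNA at replication origins. *Mcm2* read 82.1 ± 7.59 in control, 142 ± 4.21 in *Mig-6* d/d and 80.3 ± 9.40 in the double knockout (SD, n = 3), a rise of 0.79 in *Mig-6* d/d on the log2 scale (SE 0.11, adjusted p = 0.0104, limma). *Mcm3*, *Mcm4*, *Mcm5* and *Mcm6* rose with log2 fold changes of 1.25, 0.70, 1.08 and 1.24. *Hells*, which encodes a chromatin remodeler, rose from 69.1 ± 25.5 to 190 ± 4.59 (log2 fold change 1.52, SE 0.22, adjusted p = 0.0115, limma) and read 64.0 ± 12.0 in the double knockout. *Chaf1b*, a histone chaperone gene, rose by 0.76 (SE 0.11, adjusted p = 0.0111, limma). *Fen1*, which processes Okazaki fragments, and *Pcna*, the sliding clamp, rose by 1.18 and 0.68. *Klf4*, a transcription factor gene, rose from 257 ± 84.0 to 655 ± 169 and read 296 ± 119 in the double knockout (log2 fold change 1.36, SE 0.31, adjusted p = 0.0417, limma). *Klf15* read 40.7 ± 6.28 in control, 29.7 ± 3.78 in *Mig-6* d/d and 40.4 ± 5.47 in the double knockout, and its log2 fold change in *Mig-6* d/d was -0.45 (SE 0.15, adjusted p = 0.137, limma). The transcription factor gene *Myb* rose by 3.02, and *Mad2l1* rose by 1.08. *Tk1*, a thymidine kinase gene, had a log2 fold change of 0.68 without reaching the call (adjusted p = 0.0545, limma), which it reached without control replicate 1. In all, 12 of the 15 were increased in *Mig-6* d/d and none decreased (14 adjusted over the list alone, which is not independent evidence since the study chose the list on these samples). From *Mig-6* d/d to the double knockout, 11 fell, with *Hells* at -1.58, *Chaf1b* at -1.11 and *Klf4* at -1.18 (*Klf4* not without control replicate 3, among others), and *Mcm3*, *Mcm5*, *Tk1* and *Klf15* were not called. Against control, 0 of the 15 were called in the double knockout by limma, 0 at an unadjusted p under 0.05 with the fold limit (2 without it, *Mcm3* at 0.56 and *Chaf1b* at -0.35) and 0 by the test that the methods name with the fold limit (1 without it). *Mcm3* was called without control replicate 1, at 0.86 (adjusted p = 0.0440, limma, where 17 alternatives gave 0.0440 to 0.857). In the same *Mig-6* d/d arrays, the 18 epithelial markers with a mean log2 intensity over 5 had log2 fold changes with quartiles of 0.90 and 1.55. These genes are read at the probe sets whose fold changes in Supplementary Table 2 equal those of Supplementary Table 3 (*Klf15*, which has none there, at its probe set with the highest mean), and at the probe set with the highest mean *Mcm2* (0.63, adjusted p = 0.0722, limma), *Fen1* (0.47) and *Myb* (2.94, adjusted p = 0.0522, limma) were not called. The count fell to 4 without control replicate 2, 6 without control replicate 3, 3, 7 and 4 without the libraries labelled *Mig-6* d/d replicate 1, 2 and 3, and 6 without double-knockout replicate 1 or 2, while *Hells* and *Chaf1b* were called without each array.

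**Figure D3:**
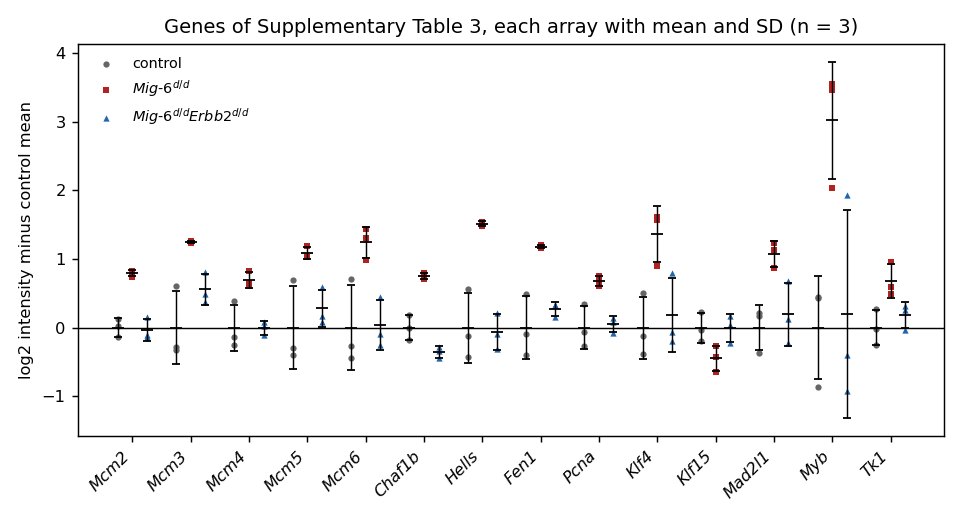
Log2 intensity relative to the control mean in each of the 9 arrays for the 14 named genes, with the mean and SD of each group of 3 arrays. The *Mig-6* d/d arrays lie above the control arrays for most genes and below them for *Klf15*, and the double-knockout arrays lie near the control arrays.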

RT-qPCR analysis confirmed that the additional knockout of *Erbb2* in *Mig-6*^*d/d*^ mice restored dysregulated cell-cycle control and DNA-replication-related gene transcripts to normal (Fig. 7b). IHC results showed that at the protein level as well, aberrant overexpression of MCM2 and MCM6 occurred in *Mig-6*^*d/d*^ mice at the pre-implantation stage but reverted to normal in *Mig-6*^*d/d*^*Erbb2*^*d/d*^ mice (Fig. 7c). A similar action can be ascribed to P4 and E2 in the human endometrial epithelium, since a loss of MCM proteins occurs in the secretory phase, and P4 dominates this phase of the menstrual cycle^37^. Additionally, aberrant overexpression of MCM2 and MCM6 may cause abnormal epithelial proliferation and nonreceptive endometrium in infertile women with endometriosis^38^. Two Kruppel-like transcription factors (KLFs) are implicated in E2 and P4 modulation of uterine proliferation^38^. *Klf4* expression is increased by E2 and promotes DNA replication, whereas *Klf15* is increased by P4 and inhibits growth via regulation of *Mcm2*^38^. The expression of KLF4 was significantly increased in *Mig-6*^*d/d*^ mice compared to control mice while the expression of KLF15 was decreased in *Mig-6*^*d/d*^ mice (*p* = 0.0008), and the amounts reverted to normal in *Mig-6*^*d/d*^*Erbb2*^*d/d*^ mice (*p* = 0.0002) (Fig. 7b, d). These results suggest that *Erbb2* overexpression due to *Mig-6* ablation causes E2-induced epithelial proliferation and P4 resistance by disrupting cell cycle regulation.

**Fig. 7:**
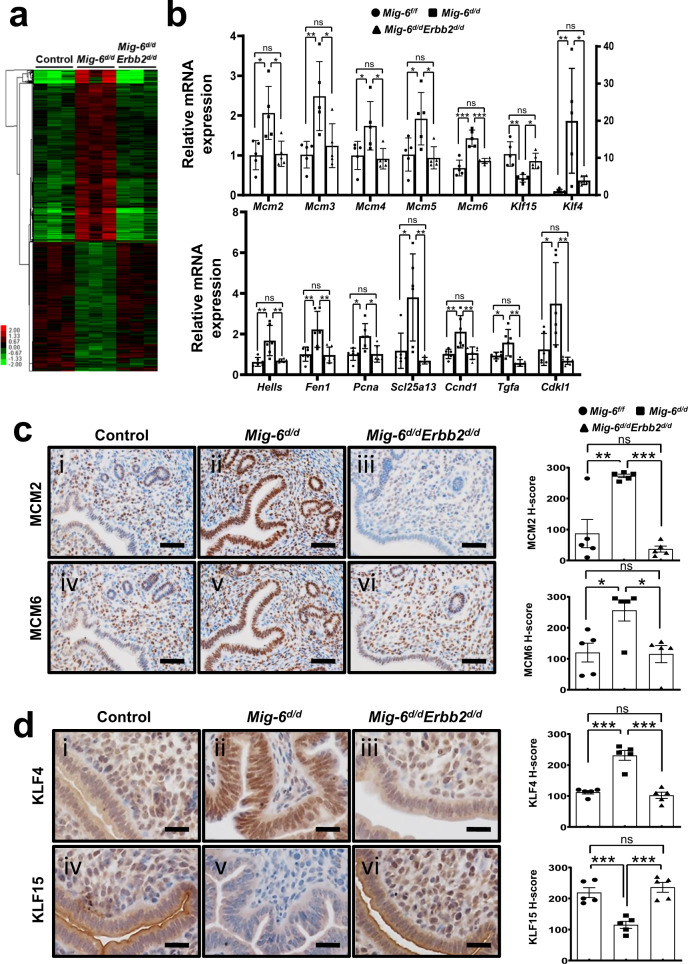
Recovery of gene expression (Microarray) in *Mig-6*^*d/d*^ mice by *Erbb2* double ablation. **a** Clustering analysis of *Mig-6* dependent regulated genes in uteri of control, *Mig-6*^*d/d*^, and *Mig-6*^*d/d*^*Erbb2*^*d/d*^ mice at GD 3.5. The extent of gene expression changes is represented by a green-red color scale (green: low expression and red: high expression). **b** RT-qPCR analysis of transcript amounts of *Mig-6* dependent regulated genes, *Mcm2* (* *p* = 0.0108 and * *p* = 0.0133), *Mcm3* (* *p* = 0.0210 and ** *p* = 0.0075), *Mcm4* (* *p* = 0.0459 and * *p* = 0.0266), *Mcm5* (* *p* = 0.0286 and * *p* = 0.0176), *Mcm6* (*** *p* = 0.0005 and *** *p* < 0.0001), *Klf15* (* *p* = 0.0219 and ** *p* = 0.0022), *Klf4* (* *p* = 0.0232 and ** *p* = 0.0085), *Hells* (** *p* = 0.0029 and ** *p* = 0.0047), *Fen1* (** *p* = 0.0074 and ** *p* = 0.0059), *Pcna* (* *p* = 0.0108 and * *p* = 0.0121), *Scl25a13* (* *p* = 0.0104 and ** *p* = 0.0029), *Ccnd1* (** *p* = 0.0056 and ** *p* = 0.0072), *Tgfa* (* *p* = 0.0364 and ** *p* = 0.0016), and *Cdkl1* (* *p* = 0.0189 and ** *p* = 0.0041) in uteri of control, *Mig-6*^*d/d*^, and *Mig-6*^*d/d*^*Erbb2*^*d/d*^ mice at GD 3.5 (*n* = 5 per each genotype of upper graph and n = 6 per each genotype in bottom graph). Data are represented as mean ± SEM and analyzed by Ordinary one-way ANOVA test. **c** Immunohistochemistry analysis of MCM2 (** *p* = 0.0011 and *** *p* = 0.0001) and MCM6 (* *p* = 0.0227 and * *p* = 0.00184) in the uterus of control, *Mig-6*^*d/d*^, and *Mig-6*^*d/d*^*Erbb2*^*d/d*^ mice at GD 3.5 (*n* = 5 per each genotype). Data are represented as mean ± SEM and analyzed by Ordinary one-way ANOVA test. Scale bars: 50 μm. **d** Immunohistochemistry analysis of KLF4 (*** *p* < 0.0001) and KLF15 (*** *p* = 0.0008 and *** *p* = 0.0002) in the uterus of control, *Mig-6*^*d/d*^, and *Mig-6*^*d/d*^*Erbb2*^*d/d*^ mice at GD 3.5 (*n* = 5 per each genotype). Data are represented as mean ± SEM and analyzed by Ordinary one-way ANOVA test. Scale bars: 25 μm. Three independent experiments were performed for (**b**–**d**) with similar results. Source data are provided in the Source Data file.

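In Fig. 7a the control and double-knockout columns look alike and *Mig-6* d/d stands apart, as it did over all probe sets. The 1st principal component of the 9 arrays held 42.6% of the variance of the log2 intensities and parted *Mig-6* d/d (scores 37.1 to 51.8) from control (-36.1 to -4.45) and the double knockout (-39.1 to -16.2). The library labelled *Mig-6* d/d replicate 3 lay with its group on it, although its *Errfi1* level did not. The 2nd component held 13.6% and parted control (2.30 to 42.4) from the double knockout (-22.4 to -16.5). Arrays of 1 group had a mean correlation of 0.991 across probe sets (9 pairs, 0.988 to 0.994), and arrays of different groups 0.984 (27 pairs, 0.977 to 0.992). Control replicates 1 and 2 had higher mean correlations with the double knockout (0.9902 and 0.9893) than with the other control arrays (0.9892 and 0.9885). For control replicate 3 the order was reversed (0.9869 and 0.9884). From the recovery of these transcripts, with RT-qPCR and immunohistochemistry of MCM and KLF genes, the paper proposes that excess *Erbb2* after *Mig-6* loss drives epithelial proliferation under estrogen and progesterone resistance through disturbed control of the cell cycle.

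**Figure D4:**
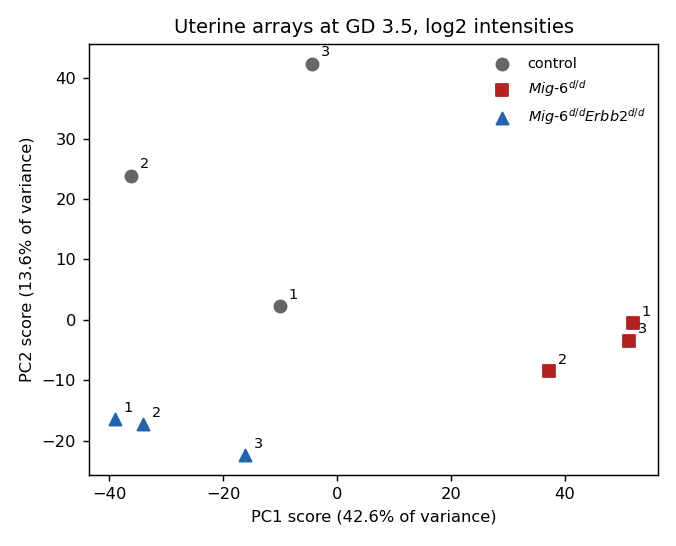
Scores of the 9 arrays on the 1st and 2nd principal components of the log2 intensities, with the percent of variance on each axis and colours for the 3 groups. The *Mig-6* d/d arrays lie at 37.1 or more on the horizontal axis and all other arrays below 0.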

## Discussion

This study reveals the attenuation of MIG-6 in eutopic endometrium from infertile women with endometriosis compared to controls. MIG-6 expression was higher in human endometrium from the early secretory phase than in endometrium from the proliferative phase. Because of the complexity and dynamic nature of implantation, the molecular processes underlying these changes are poorly understood. Improving fertility rates requires unraveling molecular mechanisms of implantation. However, how regulation occurs between P4 and E2 is still not fully understood^39,40^, which is a critical barrier to better therapies for infertility. Amounts of MIG-6 mRNA and protein were lower in the eutopic endometrium of infertile women with endometriosis compared to controls in the early secretory phase. These results suggest that MIG-6 is a P4-responsive gene in human endometrium as in the mouse^20^, and MIG-6 loss may result in a nonreceptive endometrium in endometriosis-related infertility.

Nonhuman primates are advantageous for studying endometriosis because they are phylogenetically similar to humans^41–43^. Intraperitoneal inoculation with autologous menstrual effluent results in the formation of endometriotic lesions similar in histology and morphology to those seen in women^22^. Paired sequential analysis showed MIG-6 protein amounts were decreased in the eutopic endometrium of baboons during the progression of endometriosis as compared to pre-inoculation control. Furthermore, MIG-6 protein expression was reduced in eutopic endometrium from the mice with endometriosis compared to the sham group. This result demonstrated that reduced MIG-6 expression is associated with endometriosis development.

We developed a mouse model of endometriosis based on *Pgr*^*cre/+*^ and *mT/mG* reporters that produces endometriotic lesions highly similar to those in humans. A mouse model in which excised human endometrial fragments are introduced into the peritoneum of immunocompromised mice is widely used, but it is limited by the lack of a normal immune system, which is thought to be important in endometriosis pathophysiology^44–46^. In contrast, the mouse model of induced endometriosis is a versatile model that has been used to study how the immune system^47^, hormones^48,49^, and environmental factors^50,51^ affect endometriosis. The availability of a large number of transgenic mice in which specific genes can be either eliminated or overexpressed make this induced endometriosis model ideal for studying specific pathways in the development and progression of endometriosis and other diseases^46^. However, current mouse models of endometriosis that involve ovariectomy and E2 treatment are impractical for studies of physiological functions that require natural fluctuations in ovarian steroid hormones, such as fertility. On the other hand, our mouse model alleviates the need to apply ovariectomy and E2 treatment to enlarge endometriotic lesions because fluorescence reporter genes allow us to visualize in vivo and in real-time endometriotic lesions like those found in humans. Moreover, similarities between our mouse model and human endometriosis include: (1) development and progression of disease; (2) steroid hormone regulation; (3) fertility defect with implantation failure; and (4) P4 resistance in endometrium with *Mig-6* deficiency. Furthermore, the fluorescence reporters enable us to quantitatively examine endometriotic lesions in these mice more accurately and easily than in prior models.

Because *Mig-6*^*d/d*^ mice have a fertility defect^20,32^, we applied a syngeneic mouse model to examine the effect of endometriotic lesions with *Mig-6* ablation on the eutopic endometrium. Several groups have used syngeneic mouse models of endometriosis, in which the uterus of one mouse is removed, minced and injected intraperitoneally into recipient mice^46^. Syngeneic murine models have several potential advantages over the rodent surgical model: (1) peritoneal seeding of uterine fragments is more similar to retrograde menstruation in women; (2) either the donor or recipient animal can receive therapeutic intervention or be otherwise manipulated prior to induction of disease; and (3) a large number of transgenic mice in which specific genes can be either eliminated or overexpressed are available. These advantages make syngeneic murine models ideal for studying the role of specific pathways in the development and progression of endometriosis and other diseases.

P4 is absolutely required for uterine implantation, decidualization, and maintenance of pregnancy^8,52^. How endometriosis contributes to infertility remains elusive, although P4 resistance is likely involved^1^. P4 resistance is seen in the endometrium of infertile women with endometriosis, and *Mig-6*^*d/d*^ mice exhibit P4 resistance by the inability of P4 to inhibit E2-induced uterine weight gain^20^. We demonstrate that MIG-6 mediates P4 inhibition of E2-induced cell proliferation by inhibition of ErbB2-ERK signaling. MIG-6 plays an important role in inhibiting epithelial cell proliferation and facilitating implantation. Epithelial cell proliferation and cyclin D1 amounts were higher in the epithelial cells of *Mig-6*^*d/d*^ mice, whereas both *Mig-6*^*d/d*^*Erbb2*^*d/d*^ and control mice lacked elevated cyclin D1 amounts and epithelial cell proliferation. These results suggest that MIG-6 is a negative regulator of ErbB2 and suppresses E2-induced epithelial cell proliferation at the pre-implantation stage.

Previously we identified MIG-6 as a target of PGR in the uterus necessary to retain P4 responsiveness for endometrial homeostasis and successful embryo implantation^20,32^. Past studies also showed that MIG-6 binds to ERBB2 and inhibits its signaling in vitro^53–55^. In the present study, we delineate the action of PGR through MIG-6 to suppress ERBB2 expression in vivo in the uterus. Interestingly, we observed a reduction of PGR expression in *Mig-6*^*d/d*^ endometrial epithelium and stroma compared to controls after E2 + P4 treatment for 3 days, and this change was rescued by the additional ablation of *Erbb2*. This finding raises the possibility of a positive feedback loop where repression of *Erbb2* by PGR-induced MIG-6 expression is necessary to maintain PGR expression in the presence of combined E2 + P4 treatment. Therefore, the negative consequences of MIG-6 loss in the endometrium of infertile women with endometriosis may include further loss of PGR and P4-responsiveness. However, we did not observe the loss of PGR in *Mig-6*^*d/d*^ mice at GD3.5, implying that this feedback mechanism may not be active during natural pregnancy conditions. In addition, it is interesting in light of known epithelial-stromal crosstalk mechanisms regulating endometrial PGR^56^ that ERBB2 overexpression in *Mig-6*^*d/d*^ uteri occurs primarily, though not only, in the epithelium. However, PGR reduction after E2 + P4 treatment occurs in both the epithelial and stromal compartments of *Mig-6*^*d/d*^ uteri, and it is rescued in both compartments by *Erbb2* deletion. These data imply the presence of epithelial to stromal communication in the feedback from ERBB2 overexpression to PGR abrogation. Since PGR regulation in human and nonhuman primate endometrial tissue is not identical to mouse tissue^57,58^, we cannot be certain whether this positive feedback mechanism is conserved between species. However, our data from a baboon endometriosis model shows a significant inverse correlation between MIG-6 and ERBB2 in the eutopic endometrium. As MIG-6 decreases with endometriosis progression, ERBB2 increases, which supports the relevance of this pathway to uterine dysfunction in primates.

We evaluated the potential therapeutic value of ErbB2 as a target for correcting endometrial P4 resistance in infertility. In our transcriptomic analysis in *Mig-6*^*d/d*^ and *Mig-6*^*d/d*^*Erbb2*^*d/d*^ mice at GD 3.5, altered genes in *Mig-6*^*d/d*^ mice reverted to their normal expression amounts in *Mig-6*^*d/d*^*Erbb2*^*d/d*^ mice. Pathway analysis using Ingenuity Systems Software showed that major altered pathways in the *Mig-6*^*d/d*^ uterus included cell-cycle control and DNA replication. Dr. Pollard’s group showed that P4 blocks E2-induced DNA synthesis by inhibiting replication licensing including mini-chromosome maintenance (MCM) proteins^33,34^. The MCM complex has a role in both the initiation and elongation phases of eukaryotic DNA replication^35,36,59^. The overlap of genes associated with the cell cycle and DNA replication between the Pollard group’s microarray results and ours is striking. In the uterine epithelium, E2 stimulates the expression of MCMs, while P4 decreases transcripts of MCM2 through MCM6^33,60^. Our IHC results showed aberrant overexpression of MCM2 and MCM6 in *Mig-6*^*d/d*^ mice at the pre-implantation stage. A similar action can be ascribed to P4 and E2 in the human endometrial epithelium, since a loss of MCM proteins occurs in the secretory phase, and P4 dominates this phase of the menstrual cycle^7,37^. However, aberrant overexpression of MCM2 and MCM6 may cause abnormal epithelial proliferation and nonreceptive endometrium in infertile women with endometriosis^38^. Our results regarding MIG-6 and ERBB2/ESR1 signaling in regulating uterine function in response to hormonal signals will bring insight into uterine pathophysiology and likely lead to therapies for endometrial diseases. Figure 8 depicts our proposed molecular mechanisms of MIG-6 function in endometrial P4 resistance and associated infertility and how P4 responsiveness and fertility can be restored. However, further pathways and mechanisms precisely responsible for subfertility in women with endometriosis still need to be established. Deeper inquiry into endometrial epithelial-stromal crosstalk between ErbB2/ERK/ESR1 and PGR/MIG-6 signaling pathways will be of major importance to understanding infertility and endometriosis.

**Fig. 8:**
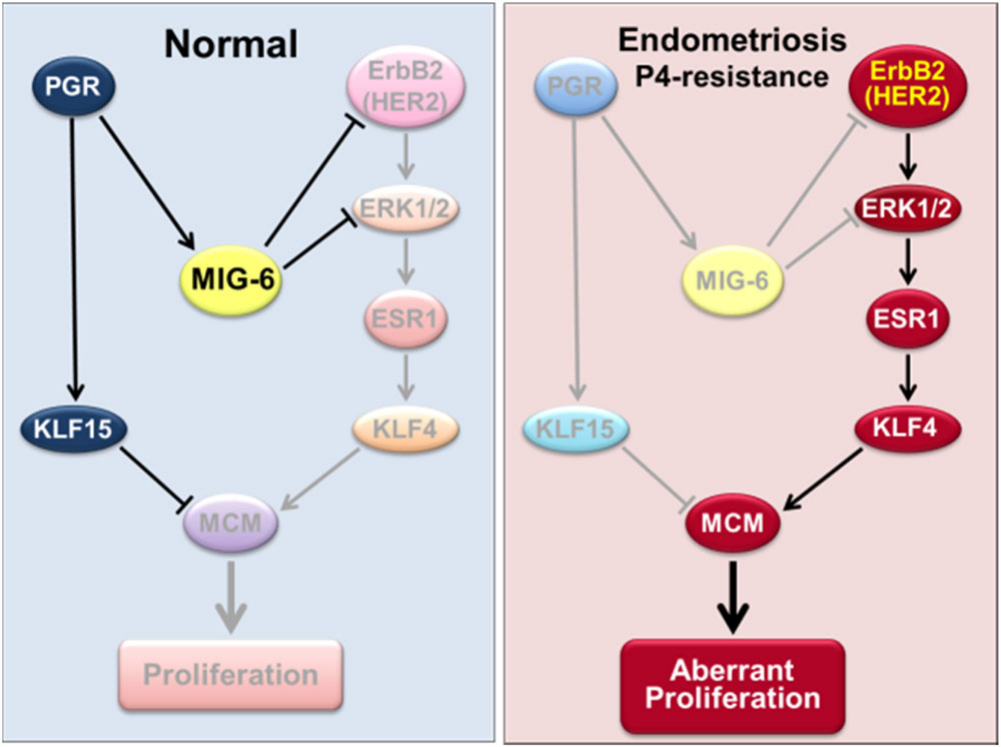
Molecular mechanisms of MIG-6 function in the uterus. MIG-6 mediates P4 inhibition of E2 signaling by inhibiting ErbB2-ERK signaling (Left side), and the attenuation of MIG-6 leads to ErbB2-ERK activation, proliferation of uterine epithelial cells, and eventually to endometriosis and infertility (Right side).

In summary, our findings reveal that attenuation of MIG-6 occurs both in endometriotic lesions and in the endometriosis-effected eutopic endometrium. Evidence from mice indicates that loss of *Mig-6* in endometriotic lesions promotes their development and accelerates endometriosis-related infertility, while loss of *Mig-6* in the eutopic endometrium causes infertility due to defects in implantation and endometrial receptivity. We found that increased epithelial proliferation caused by *Mig-6* loss is caused by E2 through the ERBB2/ERK pathway (Fig. 8). However, targeting *Erbb2* can reverse all apparent female reproductive defects caused by *Mig-6* loss including endometrial hyperplasia, infertility, and endometriosis lesion development. Attenuation of *Mig-6* causes the inability of P4 to properly control the cell cycle and inhibit E2-induced aberrant epithelial proliferation that results from increases in MCMs. However, counteracting the overexpression of *Erbb2* restores normal gene expression patterns, providing a molecular explanation for the rescue of normal reproductive function. These findings not only elucidate a critical pathway for understanding the hormonal control of normal uterine physiology, but they also provide the potential for treatment strategies for the uterine disease.

## Methods

### Study design

The main objective of this study was to evaluate the role of MIG-6 in endometrial P4 resistance. First, the expression of MIG-6 was assessed in eutopic endometrium of infertile women with endometriosis compared to fertile women. To determine whether endometriosis affects MIG-6 expression, we examined MIG-6 expression in a nonhuman primate and mouse model of endometriosis. Subsequently, we identified ERBB2 as a MIG-6 target and evaluate the impact of *Erbb2* ablation on the infertility and endometrial P4 resistance of *Mig-6*^*d/d*^ mice. Finally, transcriptomic analysis was applied to dissect the molecular mechanisms of *Mig-6* in the uterus. The control and treatment groups and the number of biological replicates (sample sizes) for each experiment are specified in the figure legends. Animal numbers for each study type were determined by the investigators on the basis of previous experience with the standard disease models that were used or from pilot studies. Animals were randomly allocated to the control and treatment groups and housed together to minimize environmental differences and experimental bias. Analysis of endpoint readouts was carried out in a blinded fashion.

### Ethics statement

The institutional review boards of Michigan State University, Greenville Health System, and University of North Carolina approved this study. The Institutional Animal Care and Use Committee at Michigan State University approved all experiments relating to mice. The Institutional Animal Care and Use Committees of both the University of Illinois at Chicago and Michigan State University approved the endometriosis baboon animal model.

### Human endometrium samples

The human endometrial samples used to examine MIG-6 expression patterns were obtained from Michigan State University’s Center for Women’s Health Research Female Reproductive Tract Biorepository, the University of North Carolina, and the Greenville Hospital System in accordance with the guidelines set by the Institutional Review Boards of Michigan State University (Grand Rapids, MI), the University of North Carolina (Chapel Hill, NC), and Greenville Health System (Greenville, SC), respectively. Written informed consent was obtained from all participants. The study design and conduct complied with all relevant regulations regarding the use of human study participants and was conducted in accordance with the criteria set by the Declaration of Helsinki. For experiments examining *MIG-6* mRNA expression throughout the menstrual cycle, endometrial samples were analyzed from 22 cycling premenopausal women (reproductive age; 18–40) without endometriosis (*n* = 6 proliferative, *n* = 7 early secretory, *n* = 3 mid secretory, and *n* = 6 late secretory) and from 20 cycling premenopausal women (reproductive age; 18–40) with endometriosis (*n* = 6 early secretory, *n* = 9 mid secretory, and *n* = 3 late secretory). Control endometrial tissues were laparoscopically negative for endometriosis and had not been on any hormonal therapies for at least three months prior to surgery. Histologic dating of endometrial samples was done on the basis of the criteria of Noyes et al.^61^ and confirmed by subsequent histopathological examination by an experienced fertility specialist (B.A.L.). Normally cycling women without infertility who were free of hormones for at least 60 days served as fertile controls. Tubal ligation was a source for normal subjects as it allows us to rule out endometriosis laparoscopically. All endometriosis-related infertility cases were undergoing endometrial sampling prior to surgical removal of endometriosis. All patients did not have uterine leiomyoma and adenomyosis. To investigate MIG-6 amounts in the endometrium from women, 10 control and 10 eutopic endometrium with endometriosis were used. To compare MIG-6 amounts in the eutopic endometrium and ectopic lesions of women with endometriosis, each of 12 samples were used. All women with endometriosis were infertile. Samples used for immunohistochemistry were fixed in 10% buffered formalin prior to embedding in paraffin wax.

### Animals and tissue collection

Mice were maintained in a designated animal care facility according to Michigan State University’s Institutional Guidelines for the care and use of laboratory animals. All mouse procedures were approved by the Institutional Animal Care and Use Committee of Michigan State University. All housing and breeding were done in a designated animal care facility at Michigan State University with controlled humidity and temperature conditions and a 12 h light/dark cycle. Access to water and food (Envigo 8640 rodent diet) was ad libitum. Mice utilized for experiments were 8 to 12 weeks old mice from mixed background C57BL/6 and 129P2/OlaHsd strains. No statistical method was used to pre-select the sample size. Animal numbers for each study type were determined by the investigators on the basis of our previous results^62,63^ with the standard disease models that were used or from pilot studies. For all animal studies, animals were randomly distributed among different conditions by the investigator as the animals did not show any size or appearance differences at the onset of the experiments. No animals were excluded, and the investigator was not blinded to group allocation during the experiment. *Erbb2* conditional knockout mice were generated by crossing *Pgr*^*cre/+*^*Mig-6*^*f/f*^ with *Erbb2*^*f/f*^ mice (*Pgr*^*cre/+*^*Mig-6*^*f/f*^*Erbb2*^*f/f*^*; Mig-6*^*d/d*^*Erbb2*^*d/d*^). Pregnant uterine samples were obtained by mating control (*Mig-6*^*f/f*^ or *Mig-6*^*f/f*^*Erbb2*^*f/f*^), *Mig-6*^*d/d*^*,* and *Mig-6*^*d/d*^*Erbb2*^*d/d*^ female mice with C57BL/6 male mice the morning of a vaginal plug designated as day 0.5 of gestation (GD 0.5). Mice were sacrificed at GD 3.5 and 5.5. For the study of steroid hormone regulation, control, *Mig-6*^*d/d*^, *Erbb2*^*d/d*^*,* and *Mig-6*^*d/d*^*Erbb2*^*d/d*^ mice at 6 weeks of age were ovariectomized. Two weeks post-surgery, ovariectomized mice were injected with vehicle (sesame oil; Veh) or estradiol (0.1 μg/mouse; E2) plus progesterone (1 mg/mouse; P4) for 3 days and euthanized at 6 h after injection. For the fertility studies, adult female control, *Mig-6*^*d/d*^ and *Mig-6*^*d/d*^*Erbb2*^*d/d*^ mice were placed with wild-type C57BL/6 male mice. The mating cages were maintained for 6 months and the number of litters and pups born during that period was recorded. Uterine tissues were then immediately processed at the time of dissection and either fixed with 4% (vol/vol) paraformaldehyde for histology or immunohistochemistry or snap frozen and stored at −80 °C for RNA/protein extraction.

### Induction of endometriosis

For baboon uterine samples, endometriosis was induced by intraperitoneal inoculation of menstrual endometrium on two consecutive menstrual cycles and harvested using laparotomy via endometriectomy from four female baboons as previously described^64^. For mouse uterine samples, 8-weeks-old female mice which have conditional double-fluorescent Cre reporter gene (*Pgr*^*cre/+*^*Rosa26*^*mTmG*^*, Pgr*^*cre/+*^ *Mig-6*^*f/f*^*Rosa26*^*mTmG*^, *Pgr*^*cre/+*^ *Erbb2*^*f/f*^*Rosa26*^*mTmG*^ and *Pgr*^*cre/+*^ *Mig-6*^*f/f*^*Erbb2*^*f/f*^ *Rosa26*^*mTmG*^ were injected with 1 μg/ml of E2 per a day at three times and had a surgical procedure to induce endometriosis. Under anesthesia, a midline abdominal incision was made to expose the uterus in female mice, and one of uterine horn was removed. In a Petri dish containing phosphate-buffered saline (PBS; pH 7.5), the uterine horn was opened longitudinally with scissors. The excised uterine horn was cut into small fragments of about 1 mm^3^, and then injected back into the peritoneum of the same mouse. The abdominal incision and wound were closed with sutures and skin was closed with surgical wound clips, respectively. After a designated time, the mice were euthanized, and endometriosis-like lesions were removed using a fluorescence microscope and counted.

### Endometriosis-related infertility analysis

Endometriosis was induced in 8-week-old control female mouse recipients (fertile) receiving endometrial fragments from donor control (*Pgr*^*cre/+*^*Rosa26*^*mTmG*^) or *Mig-6*^*d/d*^ *Rosa26*^*mTmG*^ mice. A sham surgery group was included as a control. After 1, 2, and 3 months post endometriosis induction, the mice with endometriotic lesions of control or *Mig-6*^*d/d*^ were mated with wild-type male mice and then collected at GD 7.5.

### RNA isolation and microarray analysis

Total RNA was extracted from the uterine tissues using the RNeasy Total RNA Isolation Kit (Qiagen, Valencia, CA). NanoDrop was used to determine RNA purity and for an initial estimate of RNA concentration. All RNA samples were analyzed with a Bioanalyzer 2100 (Agilent Technologies, Wilmington, DE) to confirm sample concentration and purity (RIN > 8.0; concentration 100-200 ng/ul) before microarray hybridization. RNA was pooled from the uteri of more than three mice per genotype at GD 3.5 and microarray analysis was performed using GeneChip® Mouse Genome 430 2.0 Arrays (Affymetrix) as described previously^65^ (Gene Expression Omnibus accession code GSE138185). Array data were analyzed using Bioconductor for quantile normalization. We selected aberrantly expressed genes in the uteri of control, *Mig-6*^*d/d*^ and *Mig-6*^*d/d*^*Erbb2*^*d/d*^ mice at GD 3.5 using a two-sample comparison according to significant fold change greater than 1.5. Aberrantly expressed genes were classified with canonical pathway analyzed by QIAGEN Ingenuity Pathway Analysis (IPA).

### Reverse transcription—quantitative PCR

The complementary DNAs (cDNAs) were synthesized with MMLV Reverse Transcriptase (Invitrogen Crop) according to the manufacturer’s instructions. RT-qPCR was performed on cDNA to assess the expression of genes of interest with SYBR Green (Bio-Rad) or TaqMan primers (Applied Biosystems). Experimental gene expression data were normalized against the housekeeping gene, 18S ribosomal RNA. Analysis of mRNA expression was first undertaken by the standard curve method, and results were corroborated by cycle threshold values assessing gene expression. Primer sequences used in these studies are shown in Supplementary Table 4.

### Immunohistochemistry analyses

Immunohistochemistry and immunofluorescence analyses were performed as previously described^66^. Briefly, dewaxed hydrated paraffin-embedded tissue sections were pre-incubated with 10% normal goat serum (1:10 dilution;#S-1000; Vector Laboratories for anti-MIG-6, Ki67, Cyclin D1, ErbB2, EGFR, pERK1/2, ERK1/2, MUC1, LTF, and KLF4 antibodies) or 10% normal rabbit serum (1:10 dilution; #S-5000; Vector Laboratories for anti-MCM2, MCM6, and KLF15 antibodies) serum in PBS and then incubated with anti-MIG-6 (1:200 dilution; Customized antibody by Dr. Jeong Lab), anti-Ki67 (1:1000 dilution; #ab15580; Abcam), anti-Cyclin D1 (1:1000 dilution; #eo-RB9041-p0; Thermo Fisher Scientific), anti-ErbB2 (1:200 dilution; #2165; Cell Signaling), anti-EGFR (1:200 dilution; #2646; Cell Signaling), anti-pERK1/2 (1:500 dilution; #4370; Cell Signaling), anti-ERK1/2 (1:1000 dilution; #4695; Cell Signaling), anti-MUC1 (1:1000 dilution; #ab15481, Abcam), anti-LTF (1:2000 dilution; #07-682, Millipore Corp.), anti-MCM2 (1:20000 dilution; #sc9839, Santa Cruz Biotechnology), anti-MCM6 (1:20000 dilution; #sc9843; Santa Cruz Biotechnology), anti-KLF4 (1:5000 dilution; #sc20691; Santa Cruz Biotechnology), and anti-KLF15 (1:5000 dilution; #ab2647; Abcam) antibodies in PBS supplemented with 10% normal serum overnight at 4 °C. For immunohistochemistry, the sections were incubated with secondary antibody conjugated to horseradish peroxidase (1:1000 dilution; #43-4324; Invitrogen) for one hour at room temperature. Immunoreactivity was detected using diaminobenzidine (DAB-Vector Laboratories) and analyzed using microscopy software from NIS Elements, Inc. (Nikon). Isotype control (anti-mouse (1:500 dilution; #BA-9200; Vector Laboratories), anti-rabbit (1:500 dilution; #BA-1000; Vector Laboratories), or anti-goat (1:2000 dilution; #BA-9500; Vector Laboratories) IgG) or no primary antibody control for IHC were used for negative controls (Supplementary Fig. 11). A semi-quantitative grading system (H-score) was calculated to compare the immunohistochemical staining intensities. The H-score was calculated using the following equation: H-score = ∑ Pi (i), where i=intensity of staining with a value of 1, 2, or 3 (weak, moderate, or strong, respectively) and Pi is the percentage of stained cells for each intensity, varying from 0 to 100%. The overall score ranged from 0 to 300^67^.

### Western blot analysis

Western blot analyses were performed as described previously^68^. Proteins were extracted using lysis buffer (10 mM Tris-HCl (pH 7.4), 150 mM NaCl, 2.5 mM EDTA, and 0.125% Nonidet P-40 (vol/vol)) supplemented with both a protease inhibitor cocktail (Roche, Indianapolis, IN) and a phosphatase inhibitor cocktail (Sigma-Aldrich, St. Louis, MO). Protein lysates were electrophoresed via SDS-PAGE and transferred onto polyvinylidene difluoride membrane (Millipore Corp., Bedford, MA). Membrane was blocked with Casein (0.5% w/v) in PBS with 0.1% Tween 20 (v/v; Sigma-Aldrich) prior to exposure to anti-ErbB2 (1:1000 dilution; #2165; Cell Signaling, Danvers, MA), anti-EGFR (1:1000 dilution; #2646; Cell Signaling), anti-phospho-ERK1/2 (pERK1/2; 1:1000 dilution; #4370; Cell Signaling), anti-ERK1/2 (1:1000 dilution; #4695; Cell Signaling), anti-MIG-6 (1:1000 dilution; Customized antibody by Dr Jeong Lab) or anti-β-actin (1:1000 dilution; #sc1616; Santa Cruz Biotechnology) antibodies. Immunoreactivity was visualized by incubation with a horseradish peroxidase-linked secondary antibody (anti-mouse IgG (1:5000 dilution; Cat.# PI-2000; Vector Laboratories) or anti-rabbit IgG (1:5000 dilution; Cat.# PI-9500; Vector Laboratories) or anti-rabbit IgG (1:5000 dilution; Cat.#PI-1000; Vector Laboratories) followed by exposure to Electrochemiluminescence reagents (ECL) according to the manufacturer’s instructions (GE Healthcare Biosciences).

### Statistical analysis

No statistical method was used to predetermine sample size for in vivo studies. Based on prior experience, all experiments used five mice per group to achieve adequate statistical power. For all animal experiments, block randomization was used to ensure a balance in sample size across groups. The investigators were blinded during the evaluation of results variations in the group. For all animal experiments, over three biological replicates were analyzed for each condition, and results are presented as the mean ± SEM. For data with only two groups, two-tailed unpaired t test was used. For data containing more than two groups, an analysis of Ordinary one-way variance (ANOVA) test was used, followed by Tukey test for pairwise *t* test. *p* < 0.05 was considered statistically significant. All statistical analyses were performed using the Prism version 9.2.0 from GraphPad. Source data are provided in the Source Data file.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Supplementary Table 2

Reporting Summary

## Data Availability

The microarray analysis data generated in this study have been deposited in the NCBI Gene Expression Omnibus database under accession code GSE138185. All data generated in this study are provided in the Supplementary Information/Source Data file.

# Supplementary material for: Loss of MIG-6 results in endometrial progesterone resistance via ERBB2
**Source:** Nat Commun. 2022 Mar 1;13:1101. doi: 10.1038/s41467-022-28608-x
**Supplement:** Supplementary file 1 — Supplementary Information

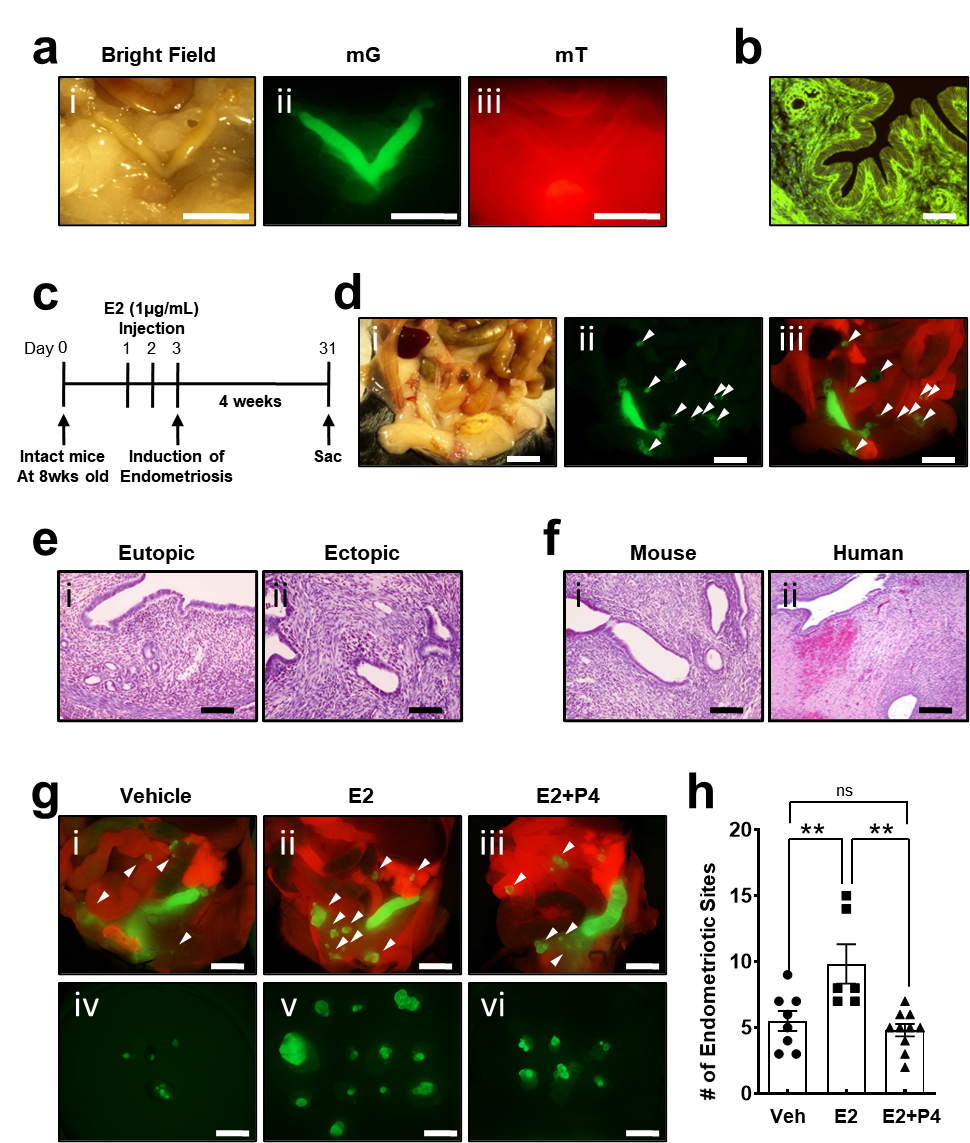

**Supplementary Figure 1. Development of a mouse model of endometriosis in *Pgr^cre/+^Rosa26^mT/mG^* mice with a double-fluorescent Cre reporter. a,** Double-fluorescence based on Cre-recombinase activity in *Pgr^cre/+^Rosa26^mT/mG^* mice. Scale bars: 1 cm. **b,** Green fluorescence photomicrograph of a uterine section from a *Pgr^cre/+^Rosa26^mT/mG^* mouse. Scale bar: 100 μm. **c,** Process schematic diagram of the mouse model of endometriosis based on *mT/mG* mice. **d,** Fluorescence photomicrographs of endometriotic sites in *Pgr^cre/+^Rosa26^mT/mG^* mice. Scale bars: 1 cm. **e,** Hematoxylin and eosin (H&E) staining of eutopic endometrium and ectopic lesions in the mouse model of endometriosis. Scale bar: 100 μm. **f,** H&E staining of ectopic lesions from the mouse model of endometriosis and women with endometriosis. Scale bar: 100 μm. **g, h,** Fluorescence photomicrographs (g) and average total number (h) of endometriosis lesions in *Pgr^cre/+^Rosa26^mT/mG^* mice treated with vehicle, E2, and E2+P4 for 1 month (n=8 for vehicle, n=6 for E2, and n=10 for E2+P4 treatment). Arrowheads indicate lesions attached outside of the uterus. Data are represented as mean ± SEM, ** *p*=0.0077 and ** *p*=0.0014 by Ordinary one-way ANOVA test. Scale bar: 1 cm. Three independent experiments were performed for a - h with similar results.

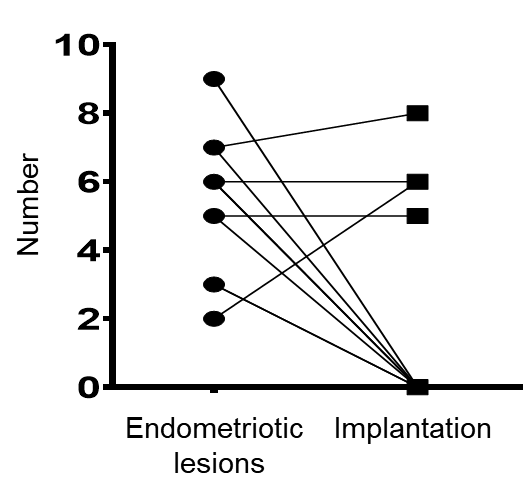

**Supplementary Figure 2. No correlation between number of endometriotic lesions and implantation sites at GD 7.5 after 3 months endometriosis induction (n=11).** Three independent experiments were performed for correlation study with similar results.

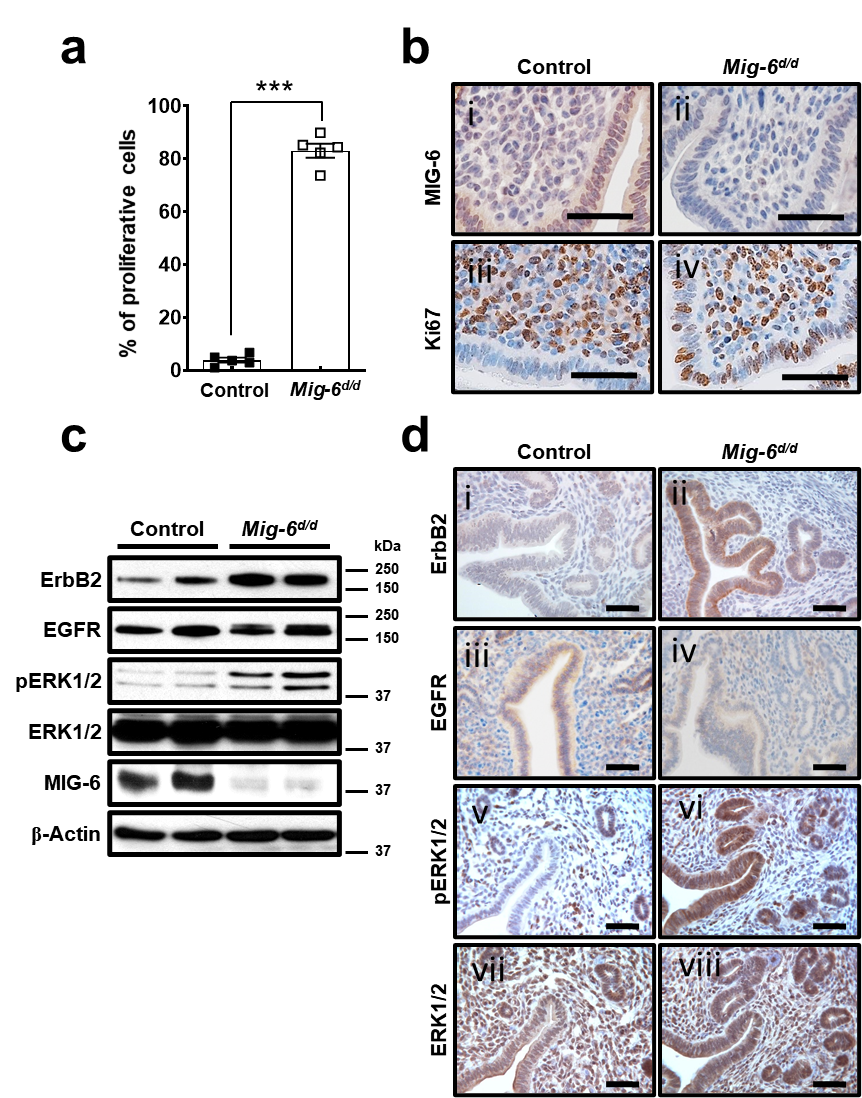

**Supplementary Figure 3. Aberrant activation of epithelial proliferation through ErbB2-ERK signaling by *Mig-6* loss. a, b,** The percentage (a) and representative photomicrograph of immunohistochemistry analysis (b) of Ki67 expression as a proliferation marker in the endometrial epithelium of control and *Mig-6^d/d^* mice at GD 3.5 (n=5 per genotype). Data are represented as mean ± SEM, *** *p*<0.0001 by two-tailed unpaired t-test. Scale bars: 50 μm. **c,** Western blot analysis of ErbB2, EGFR, pERK1/2, total ERK1/2, and MIG-6 in the uteri of control and *Mig-6^d/d^* mice at GD 3.5. β-actin was used as sample-loading control. **d,** Immunohistochemistry analysis of ErbB2, EGFR, pERK1/2, total ERK1/2 in the uteri of control and *Mig-6^d/d^* mice at GD 3.5. Scale bars: 50 μm. Three independent experiments were performed for a -d with similar results.

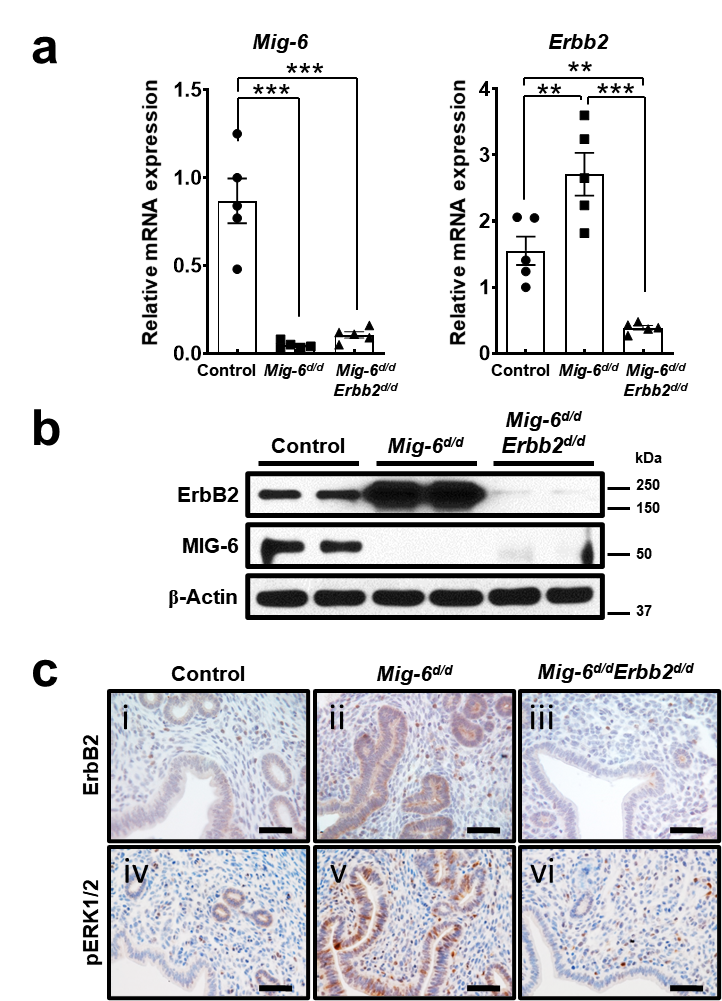

**Supplementary Figure 4. Generation of *Mig-6^d/d^Erbb2^d/d^* mice. a,** RT-qPCR analysis of *Mig-6* (*** *p*<0.0001) and *Erbb2* (** *p*=0.0088, ** *p*=0.0086, and *p*<0.0001) gene expression in the uteri of control, *Mig-6^d/d^*, and *Mig-6^d/d^Erbb2^d/d^* mice (n = 5 per genotype). Data are represented as mean ± SEM and analyzed by Ordinary one-way ANOVA test. **b, c,** Western blot analysis of ErbB2 and MIG-6 proteins (b) and immunohistochemistry analysis of ErbB2 and pERK1/2 (c) in the uteri of control, *Mig-6^d/d^*, and *Mig-6^d/d^Erbb2^d/d^* mice. β-actin was used as sample-loading control. Scale bars: 50 μm. Three independent experiments were performed for a-c with similar results.

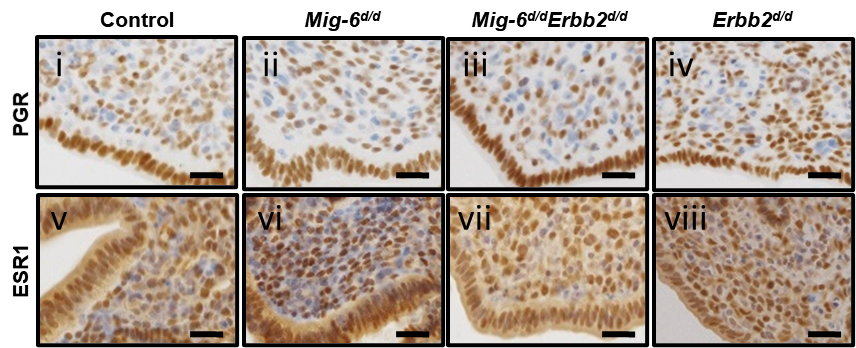

**Supplementary Figure 5. The expression of PGR and ESR1 in the uteri of control, *Mig-6^d/d^*, *Mig-6^d/d^Erbb2^d/d^*, and *Erbb2^d/d^* mice at GD3.5.** Immunohistochemistry analysis of PGR (i-iv) and ESR1 (v-viii) in the uteri of control (i and v), *Mig-6^d/d^* (ii and vi), *Mig-6^d/d^Erbb2^d/d^* (iii and vii), and *Erbb2^d/d^* (iv and viii) mice at GD3.5. Scale bars: 25 μm. Three independent experiments were performed for i - viii with similar results.

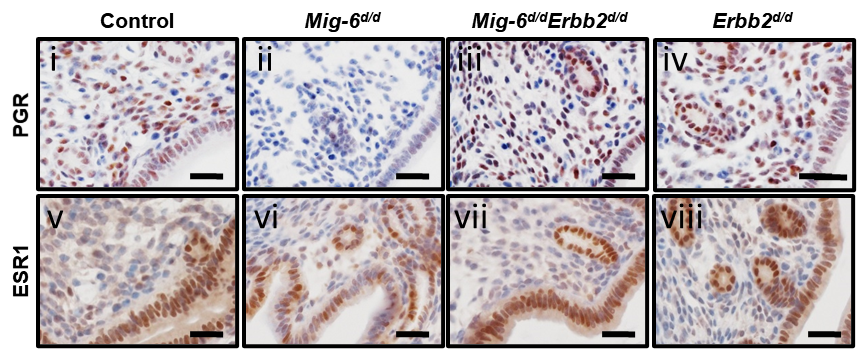

**Supplementary Figure 6. The expression of PGR and ESR1 in the uteri of control, *Mig-6^d/d^*, *Mig-6^d/d^Erbb2^d/d^*, and *Erbb2^d/d^* mice treated with E2+P4 for 3 days.** Immunohistochemistry analysis of PGR (i-iv) and ESR1 (v-viii) in the uteri of control (i and v), *Mig-6^d/d^* (ii and vi), *Mig-6^d/d^Erbb2^d/d^* (iii and vii), and *Erbb2^d/d^* (iv and viii) mice treated with E2+P4 for 3 days. Scale bars: 25 μm. Three independent experiments were performed for i - viii with similar results.

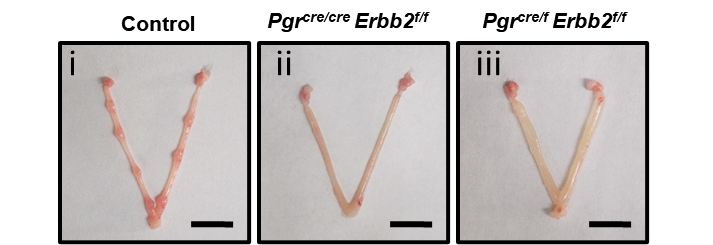

**Supplementary Figure 7. ERBB2 null mutation did not rescue the phenotype of implantation failure in PRKO mice. I**mplantation sites were not detected in *Pgr^cre/cre^Erbb2^f/f^* and *Pgr^cre/f^Erbb2^f/f^* mice. Scale bars: 1 cm. Three independent experiments were performed for i - iii with similar results.

**
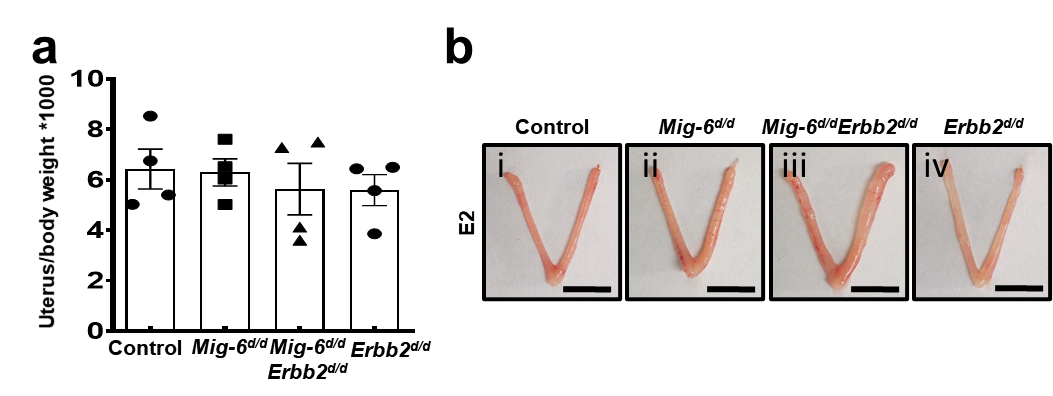
**

**Supplementary Figure 8. No effect of E2 alone in the uteri of control, *Mig-6^d/d^*, *Mig-6^d/d^Erbb2^d/d^*, and *Erbb2^d/d^* mice. (a), (b),** Ratio of uterine weight to body weight (a) and gross morphology of uteri (b) of control, *Mig-6^d/d^*, *Mig-6^d/d^Erbb2^d/d^*, and *Erbb2^d/d^* mice treated with vehicle or E2 for 3 days (n = 4 per genotype). There were no statistically significant differences among genotypes. Scale bars: 1 cm. Three independent experiments were performed for a - b with similar results.

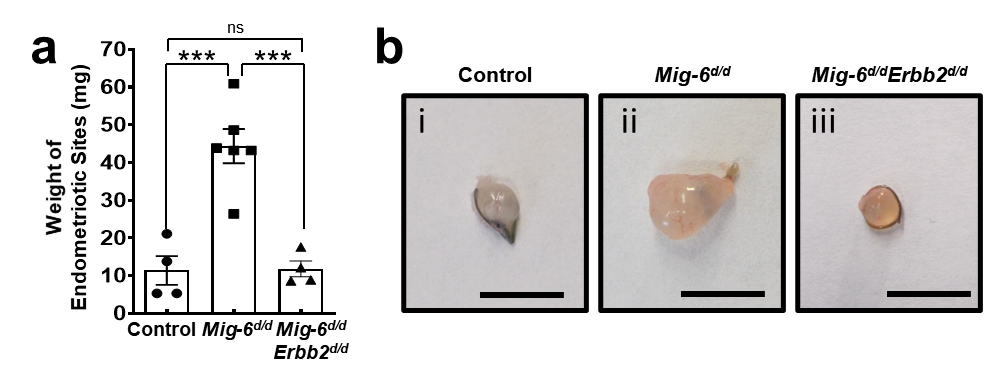

**Supplementary Figure 9. Effect of ErbB2 loss on endometriotic lesion development. a,** Quantitative weights of uteri in control, *Mig-6^d/d^*, and *Mig-6^d/d^Erbb2^d/d^* mice (n=4 for control, n=6 for *Mig-6^d/d^*, and n=4 for *Mig-6^d/d^Erbb2^d/d^* mice). Data are represented as mean ± SEM, *** *p*=0.0003 by Ordinary one-way ANOVA test. **b,** endometriotic lesions of control, *Mig-6^d/d^*, and *Mig-6^d/d^Erbb2^d/d^* mice. Scale bars: 500 μm. Three independent experiments were performed for a - b with similar results.

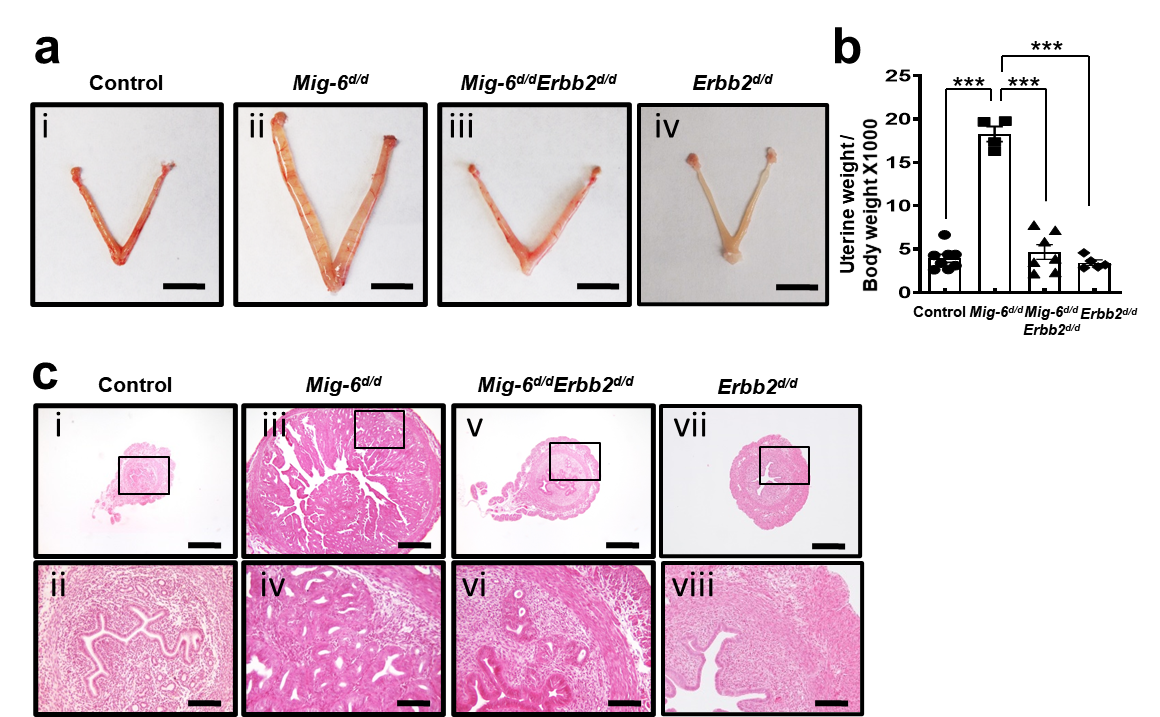

**Supplementary Figure 10.** **Reversal of endometrial hyperplasia in *Mig-6^d/d^* mice by *Erbb2* double ablation. a,** Uterine images of 5-month-old control, *Mig-6^d/d^*, *Mig-6^d/d^Erbb2^d/d^*, and *Erbb2^d/d^* mice. **b,** Quantitative weights of uteri in control, *Mig-6^d/d^*, *Mig-6^d/d^Erbb2^d/d^*, and *Erbb2^d/d^* mice (n=8 for control, n=4 for *Mig-6^d/d^*, n=7 for *Mig-6^d/d^Erbb2^d/d^*, and n=5 for *Erbb2^d/d^* mice). Data are represented as mean ± SEM, *** *p*<0.0001 by Ordinary one-way ANOVA test. Scale bars: 1 cm. **c,** H&E staining in paired endometrium of 5-month-old control, *Mig-6^d/d^*, *Mig-6^d/d^Erbb2^d/d^*, and *Erbb2^d/d^* mice. Scale bars: 500 μm for i, iii, v, and vii and 100 μm for ii, iv, vi, viii. Three independent experiments were performed for a - c with similar results.

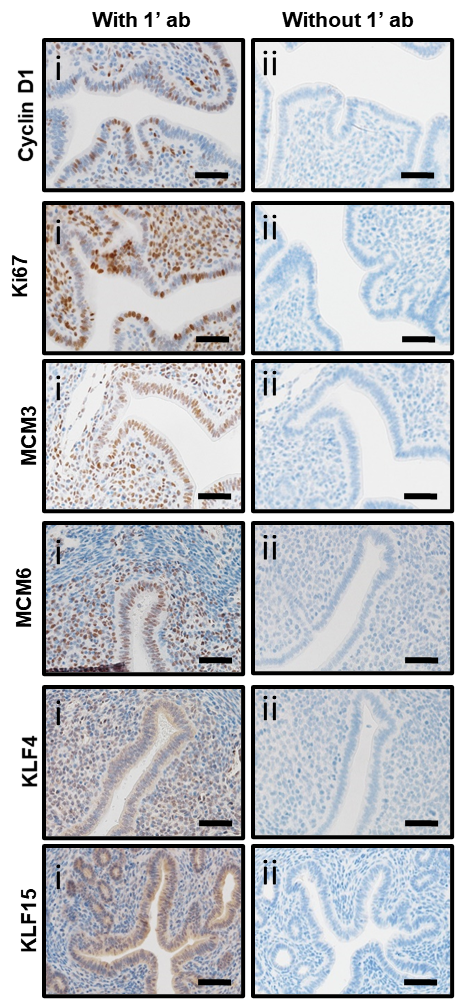

**Supplementary Figure 11. Negative controls include isotype control (IgG) or no primary antibody controls for immunohistochemistry.**(i) Primary antibodies including Cyclin D1, Ki67, MCM3, MCM6, KLF4, and KLF15 were detected at their target proteins in the uterine sections. (ii) However, isotype controls (IgG) or no primary antibody controls did not display any background signal in the uterine sections. Three independent experiments were performed for with and without 1’ ab with similar results. Scale bars: 50 μm.

**Supplementary Table 1.** The rescue of the infertility caused by *Mig-6* ablation in the *Mig-6*/*Erbb2* double ablation mice observed in a 6-month fertility trial.

| Genotype | Number of Litters | Number of Pups | Average Pups/Litter | Average Number of Litters/mouse |
| --- | --- | --- | --- | --- |
| Control | 27 | 196 | 7.29 ± 0.29 | 5.40 ± 0.40 |
| *Mig-6^d/d^Erbb2^d/d^* | 24 | 156 | 6.40 ± 0.49 | 4.80 ± 0.49 |

**Supplementary Table 3.** List of genes associated with cell cycle and DNA replication whose transcripts are regulated by *Mig-6* ablation

| **Name** | **Symbol** | **Accession** | **Control vs *Mig-6^d/d^***  **Fold change** | ***Mig-6^d/d^* vs *Mig-6^d/d^Erbb2^d/d^***  **Fold change** |
| --- | --- | --- | --- | --- |
| **DNA pre-replicative complex licensing genes** | | | | |
| Minichromosome maintenance deficient 2 | *Mcm2* | NM_008564 | 1.73 | -1.76 |
| Minichromosome maintenance deficient 3 | *Mcm3* | NM_008563 | 2.26 | -1.6 |
| Minichromosome maintenance deficient 4 | *Mcm4* | NM_008565 | 1.59 | -1.62 |
| Minichromosome maintenance deficient 5 | *Mcm5* | NM_008566 | 1.99 | -1.73 |
| Minichromosome maintenance deficient 6 | *Mcm6* | NM_008567 | 2.24 | -2.28 |
| **Chromatin assembly and modification genes** | | | | |
| Chromatin assembly factor 1, subunit B (p60) | *Chaf1b* | NM_028083 | 1.68 | -2.16 |
| Helicase, lymphoid specific | *Hells* | NM_008234 | 2.74 | -2.96 |
| **DNA replication genes** | | | | |
| Flap structure specific endonuclease 1 | *Fen1* | NM_007999 | 2.19 | -1.88 |
| Proliferating cell nuclear antigen | *Pcna* | NM_011045 | 1.58 | -1.54 |
| **Other cell-cycle-related genes** | | | | |
| Kruppel-like factor 4 | *Klf4* | NM_010637 | 2.55 | -2.22 |
| Kruppel-like factor 15 | *Klf15* | NM_023184 | -1.37 | 1.36 |
| MAD2 (mitotic arrest deficient, homolog)-like 1 | *Mad2l1* | NM_019499 | 2.09 | -1.8 |
| Myeloblastosis oncogene | *Myb* | NM_010848 | 8.29 | -5.3 |
| Thymidine kinase 1 | *Tk1* | NM_009387 | 1.6 | -1.43 |
| Cyclin B1 | *Ccnb1* | NM_172301 | 1.59 | -1.71 |

**Supplementary Table 4.** Primers used for RT-qPCR

| Gene |  | Primer |
| --- | --- | --- |
| *hMIG-6* |  | Hs00219060_m1 |
| *mMig-6* |  | Mm00505292_m1 |
| *mErbb2* |  | Mm00658541_m1 |
| *mMuc1* |  | Mm00449604_m1 |
| *mClca3* |  | Mm00489959_m1 |
| *mLtf* |  | Mm00434787_m1 |
| *mC3* |  | Mm00437858_m1 |
| *mCdkl1* |  | Mm00806425_m1 |
| *m18s* |  | 4319413E |
| *mMcm2* | Forward | 5'-AGTGGAAGTGGGAAGTGACG-3' |
|  | Reverse | 5'-CGCAAACTGATCCTACAGCA-3' |
| *mMcm3* | Forward | 5'-CAACCTTGTCATCTGCCTGA-3' |
|  | Reverse | 5'-GCTGTGTCCTGCGTTTGTTA-3' |
| *mMcm4* | Forward | 5'-AGCAGAAGCCCATGCTAAAG-3' |
|  | Reverse | 5'-AATGCCAGTACGAGGGTCAG-3' |
| *mMcm5* | Forward | 5'-GTGCCCACTGGATCCATACT-3' |
|  | Reverse | 5'-GCATCTCACCATGAGGGACT-3' |
| *mMcm6* | Forward | 5'-CCTCGAATGCCTTCTGTCTC-3' |
|  | Reverse | 5'-GATTTCACAGGGGCACTGAT-3' |
| *mKlf15* | Forward | 5'-GAGACCTTCTCGTCACCGAAA-3' |
|  | Reverse | 5'-GCTGGAGACATCGCTGTCAT-3' |
| *mKlf4* | Forward | 5'-ACTACCCCTACACTGAGTCCCGAG-3' |
|  | Reverse | 5'-TAGTGCCTGGTCAGTTCATCGGAG-3' |
| *mHells* | Forward | 5'-GGCTGCGGGACTTGAGAAAG-3' |
|  | Reverse | 5'-GCAAATGCTGAAGTCTGCGG-3' |
| *mFen1* | Forward | 5'-TCAGCAATTAGTTTGGCAAGGCCG-3' |
|  | Reverse | 5'-ATTCGCTCTGCTCCGAACATTCCT-3' |
| *mPcna* | Forward | 5'-TGCTCTGAGGTACCTGAACT-3' |
|  | Reverse | 5'-TGCTTCCTCATCTTCAATCT-3' |
| *mScl25a13* | Forward | 5'-CCTGCGGCATCTTTAGTGACC-3' |
|  | Reverse | 5'-AATGCTTTGGGGCCCTCTTCTC-3' |
| *mCcnd1* | Forward | 5'-GCGTACCCTGACACCAATCT-3' |
|  | Reverse | 5'-ATCTCCTTCTGCACGCACTT-3' |
| *mTgfa* | Forward | 5'-ATCCTGTTAGCTGTGTGCCA-3' |
|  | Reverse | 5'-GGAATCTGGGCACTTGTTGA-3' |
| *m18s* | Forward | 5'-GTAACCCGTTGAACCCCATT-3' |
|  | Reverse | 5'-CCATCCAATCGGTAGTAGCG-3' |

# Supplementary material for: Loss of MIG-6 results in endometrial progesterone resistance via ERBB2
**Source:** Nat Commun. 2022 Mar 1;13:1101. doi: 10.1038/s41467-022-28608-x
**Supplement:** Supplementary file 4 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input checked="" type="checkbox"/> | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                       |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | N/A                                                                                                                                                                                                                                                                   |
| Data analysis   | <p>Microarray data were analyzed by QIAGEN Ingenuity Pathway Analysis (IPA). All statistical analyses were performed using the Prism version 9.2.0 from GraphPad.</p> <p>* QIAGEN Ingenuity Pathway Analysis is a web-based program does not have version number.</p> |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

Microarray analysis data have been deposited in the NCBI Gene Expression Omnibus and are accessible through GEO Series, using accession number GSE138185 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE138185>). All other data are available in the manuscript or the supplementary material. Source data are provided with this paper.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                      |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No statistical method was used to pre-select the sample size. Animal numbers for each study type were determined by the investigators on the basis of previous our results (Kim TH et al., Science Translational Medicine 2019; Yoo JY et al., Oncogene 2018) with the standard disease models that were used or from pilot studies. |
| Data exclusions | There are no data exclusions.                                                                                                                                                                                                                                                                                                        |
| Replication     | The control and treatment groups and the number of biological replicates (sample sizes) for each experiment are specified in the figure legends.                                                                                                                                                                                     |
| Randomization   | Animals were randomly allocated to the control and treatment groups and housed together to minimize environmental differences and experimental bias. Randomization is not relevant to our experiments other than those involving animals.                                                                                            |
| Blinding        | Analysis of endpoint readouts was carried out in a blinded fashion. The investigators were blinded to group allocation during data analysis.                                                                                                                                                                                         |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Human research participants |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | <p>For IHC</p> <p>anti-MIG-6 (1:200 dilution; Customized antibody by Dr. Jeong Lab), anti-Ki67 (1:1000 dilution; #ab15580; Abcam), anti-Cyclin D1 (1:1000 dilution; #eo-RB9041-p0; Thermo Fisher Scientific), anti-ErbB2 (1:200 dilution; #2165; Cell Signaling), anti-pERK1/2 (1:500 dilution; #4370; Cell Signaling), anti-ERK1/2 (1:1000 dilution; #4695; Cell Signaling), anti-MUC1 (1:1000 dilution; #ab15481, Abcam), anti-LTF (1:2000 dilution; #07-682, Millipore Corp.), anti-MCM2 (1:20000 dilution; #sc9839, Santa Cruz Biotechnology), anti-MCM6 (1:20000 dilution; #sc9843; Santa Cruz Biotechnology), anti-KLF4 (1:5000 dilution; #sc20691; Santa Cruz Biotechnology), and anti-KLF15 (1:5000 dilution; #ab2647; Abcam)</p> <p>normal goat serum (1:10 dilution; Cat.# S-1000; Vectorlab)</p> <p>normal rabbit serum (1:10 dilution; Cat.# S-5000; Vectorlab)</p> <p>anti-mouse IgG (1:500 dilution; Cat.# BA-9200; Vectorlab)</p> <p>anti-rabbit IgG (1:500 dilution; Cat.# BA-1000; Vectorlab)</p> <p>anti- goat IgG (1:2000 dilution; Cat.# BA-9500; Vectorlab)</p> <p>horseradish peroxidase (1:1000 dilution; #43-4323; Invitrogen)</p> <p>For Western blot</p> <p>anti-ErbB2 (1:1000 dilution; #2165; Cell Signaling)</p> <p>anti-EGFR (1:1000 dilution; #2646; Cell Signaling)</p> <p>anti-phospho-ERK1/2 (1:1000 dilution; #4370; Cell Signaling)</p> <p>anti-ERK1/2 (1:1000 dilution; #4695; Cell Signaling)</p> <p>anti-MIG-6 (1:1000 dilution; Customized antibody by Dr Jeong Lab)</p> |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

anti- $\beta$ -actin (1:1000 dilution; #sc1616; Santa Cruz Biotechnology)  
 anti-mouse IgG (1:5000 dilution; Cat.# PI-2000; Vectorlab)  
 anti-rabbit IgG (1:5000 dilution; Cat.# PI-1000; Vectorlab)  
 anti-goat IgG (1:5000 dilution; Cat.# PI-9500; Vectorlab)

## Validation

For IHC  
 MIG-6 and Ki67 (PMID:28925396)  
 MUC-1, LTF, MCM2, MCM6, KLF4, and KLF15 (PMID:26378916)  
 ERK1/2 and pERK1/2 (PMID:24086495)  
 Cyclin D1 (PMID:18806829)  
 ERBB2 in <https://www.cellsignal.com/products/primary-antibodies/her2-erb2-29d8-rabbit-mab/2165>  
 anti-pERK1/2 (PMID:24086495)  
 anti-ERK1/2 (PMID:24086495)  
 anti-MUC1 (PMID:26378916)  
 anti-LTF (PMID:26378916)  
 anti-MCM2 (PMID:26378916)  
 anti-MCM6 (PMID:26378916)  
 anti-KLF4 (PMID:26378916)  
 anti-KLF15 (PMID:26378916)  
 normal goat IgG (PMID:26378916)  
 normal donkey IgG (PMID:26378916)  
 anti-mouse IgG (PMID:26378916)  
 anti-rabbit IgG (PMID:26378916)  
 anti-goat IgG (PMID:26378916)

For Western blot analysis:  
 anti-ErbB2 (<https://www.cellsignal.com/products/primary-antibodies/her2-erb2-29d8-rabbit-mab/2165>)  
 anti-EGFR (<https://www.cellsignal.com/products/primary-antibodies/egf-receptor-c74b9-rabbit-mab/2646>)  
 anti-phospho-ERK1/2 (PMID:24086495)  
 anti-ERK1/2 (PMID:24086495)  
 anti-MIG-6 (PMID:28925396)  
 anti- $\beta$ -actin (PMID:24086495)  
 anti-mouse IgG (PMID:24086495)  
 anti-rabbit IgG (PMID:24086495)

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

## Laboratory animals

All housing and breeding were done in a designated animal care facility at Michigan State University with controlled humidity and temperature conditions and a 12 hour light/dark cycle. Access to water and food (Envigo 8640 rodent diet) was ad libitum. Mice utilized for experiments were 8 to 12 weeks old mice from mixed background C57BL/6 and 129P2/OlaHsd strains. Pregnant uterine samples were obtained by mating control (Mig-6f/f or Mig-6f/fErbb2f/f), Mig-6d/d and Mig-6d/dErbb2d/d female mice with C57BL/6 male mice the morning of a vaginal plug designated as day 0.5 of gestation (GD 0.5).

## Wild animals

No wild animals were used in the study

## Field-collected samples

No field collected samples were used in the study.

## Ethics oversight

Mice were maintained in a designated animal care facility according to Michigan State University's Institutional Guidelines for the care and use of laboratory animals. All mouse procedures were approved by the Institutional Animal Care and Use Committee of Michigan State University.  
 The Institutional Animal Care and Use Committees of both the University of Illinois at Chicago and Michigan State University approved the endometriosis baboon animal model.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Human research participants

Policy information about [studies involving human research participants](#)

## Population characteristics

For experiments examining MIG-6 mRNA expression throughout the menstrual cycle, endometrial samples were analyzed from 22 cycling premenopausal women (reproductive age; 18 to 40) without endometriosis (n=6 proliferative, n=7 early secretory, n=3 mid secretory, and n=6 late secretory) and from 20 cycling premenopausal women (reproductive age; 18 to 40) with endometriosis (n=6 early secretory, n=9 mid secretory, and n=3 late secretory). To investigate MIG-6 amounts in the endometrium from women, 10 control and 10 eutopic endometrium with endometriosis were used. To compare MIG-6 amounts in the eutopic endometrium and ectopic lesions of women with endometriosis, each of 12 samples were used.

## Recruitment

The human endometrial samples used to examine MIG-6 expression patterns were obtained from Michigan State University's Center for Women's Health Research Female Reproductive Tract Biorepository, the University of North Carolina, and the Greenville Hospital System in accordance with the guidelines set by the Institutional Review Boards of Michigan State University (Grand Rapids, MI), the University of North Carolina (Chapel Hill, NC), and Greenville Health System (Greenville, SC), respectively. Written informed consent was obtained from all participants. The study design and conduct complied with all relevant regulations regarding the use of human study participants and was conducted in accordance to the criteria set by the Declaration of Helsinki. Normally cycling women without infertility who were free of hormones for at least 60 days served as fertile controls. Tubal ligation was a source for normal subjects as it allows us to rule out endometriosis laparoscopically. All endometriosis-related infertility cases were undergoing endometrial sampling prior to surgical removal of endometriosis.

## Ethics oversight

The institutional review boards of Michigan State University, Greenville Health System, and University of North Carolina approved this study.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

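Gene expression was measured by the authors in whole uteri on GD 3.5 with 9 Affymetrix arrays of the mouse genome, 3 each of control mice, *Mig-6* d/d mice and mice that lack *Erbb2* as well (the double knockout). The deposited table holds 1 intensity per probe set and array for 45037 probe sets, which the authors made by robust multi-array averaging with quantile normalization in Bioconductor, without a stated version. The deposited intensities are on a linear scale, from 2.11 to 11548.76 with a median of 8.07, and log2 values were computed from them here, as the authors deposited none. Scanner files and detection calls were not used here, so signal over background could not be judged probe set by probe set, and the number of arrays limits the precision. All fold changes of the paper's Supplementary Tables 2 and 3 (1793 and 30 values) matched ratios of mean deposited intensities within 0.01, which checks the columns' groups.

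Probe sets were named from the platform's annotation table. Of the probe sets, 34945 had 1 gene symbol, 932 had several and 9160 were unnamed here. Symbols were updated through Entrez identifiers in a RefSeq gene table (assembly GRCm38.p6, used for names and for which genes neighbour each other), which held 34741 of them and changed 0 symbols. Genes were named only from probe sets with 1 symbol, and each of 18193 genes was read at its probe set with the highest mean over the 9 arrays. Some genes that the paper names have no name in the platform table used here and are not reported, and 1 of the 15 genes of Supplementary Table 3 is counted without its name.

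Differences were tested in R 4.3.3 with limma 3.58.1 (lmFit and eBayes, with statmod 1.5.0 for robust fits), with the 3 groups in 1 model and 3 comparisons, each *Mig-6*-deficient group against control and the double knockout against *Mig-6* d/d. A probe set was called at a Benjamini-Hochberg adjusted p under 0.05 over all probe sets and a change of more than 1.5-fold. The paper's methods give a two-sample comparison and the fold limit for the arrays without naming the test; its statistics section gives p < 0.05, a two-tailed unpaired t-test for 2 groups, which was run as an alternative and is called the methods' t-test, and for more groups an analysis of variance with Tukey's test, which was not used here. Reverted, which the paper's text does not define, was taken as not being called in the double knockout against control. Intervals of shares are exact binomial and treat probe sets as independent. On simulated data with 50 changed probe sets per fold size among 45037, the comparison of *Mig-6* d/d with control called 22% at 1.5-fold, 68% at 2-fold, 100% at 3-fold and 94% at 4-fold, with 8 false calls.

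Pathway software was not available, so 23 gene lists were tested with camera (preset correlation 0.01, and with an estimated correlation) and fry over 1 probe set per gene, with Benjamini-Hochberg adjustment over the lists. They were replication licensing, DNA replication, mitosis, estrogen-responsive epithelium, progesterone-responsive genes, ERBB ligands and receptors, ERK feedback, cholesterol synthesis, glycolysis and hypoxia, interferon response, cornified and stratified epithelium, imprinted genes, and markers of epithelium, gland, stroma, smooth muscle, endothelium, leukocytes, neutrophils, erythroid cells, adipocytes, ovary and oviduct, and mesothelium. Of 360 listed genes 334 were measured. The groups, the tests, the lists, the alternatives and the rule for named genes were set before the data were examined, but after Supplementary Tables 2 and 3 had been read, whose leading genes shaped some lists. The rule named the genes that the paper names for the uterus on GD 3.5; per comparison the 10 largest increases and the 10 largest decreases among called genes whose arrays do not overlap between the groups; per list up to 4 members, the 2 largest called changes in each direction or else the 2 with the smallest p; and the genes called in both knockouts against control.

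Alternatives were a filter on dim probe sets, quantile normalization again, centring each array on its median, a trended and robust variance, only the 6 arrays compared, array weights, the replicate number as a block, each array left out in turn, other thresholds, the methods' t-test, genes in place of probe sets, probe sets with shared sequence left out, the mean over a gene's probe sets, other tests of the lists and other definitions of reverted. Ratios of mean intensities were added after the data had been seen. Comparisons that share arrays were set beside 20 simulations of unchanged groups. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9. Samples of other studies, RT-qPCR, immunohistochemistry and human data of the paper were not analysed here.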

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

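The signals described here lie in genes or a comparison that the paper does not discuss, and were set apart for that reason. The tests of the library labelled *Mig-6* d/d replicate 3, of the cell types and of neighbouring genes were chosen after the result was seen. Leading genes of Supplementary Tables 2 and 3, whose fold changes come from these same arrays, shaped some gene lists. The p-values of such lists are not independent of the result.

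Epithelial markers moved the same way in these arrays as the lists of this paragraph. Their medians were 1.31 in *Mig-6* d/d against control (20 of 20 higher) and -1.42 between the knockouts. Whether the lists changed within cells or with the share of epithelium was not tested. Genes of cholesterol synthesis were higher in *Mig-6* d/d as a group, 18 of 19 of them. *Cyp51* and *Msmo1*, which encode enzymes that remove methyl groups from sterols, each rose by 2.34 on the log2 scale against control and were called without each array. Of the 19 genes 12 were increased (15 adjusted over the list alone), and the list's median was 0.97 (adjusted p = 1.5e-15, camera; adjusted p = 0.152 with an estimated correlation). From *Mig-6* d/d to the double knockout, 14 of them fell, with a median of -1.04. Genes listed for ERK feedback were higher as a group, 13 of 16 of them. *Dusp6*, a phosphatase gene that acts on ERK, rose by 1.45 (adjusted p = 0.00764, limma) and *Ier3* by 1.03, with 4 of the 16 increased (5 adjusted over the list alone) and a median of 0.41 (adjusted p = 2.0e-05, camera; adjusted p = 0.105 with an estimated correlation). Over the alternatives this median was 0.19 to 0.49. *Egln3*, an oxygen sensor, and *Aldoc*, a glycolytic aldolase gene that rose by 2.62, led the genes of glycolysis and hypoxia, of which 4 of 20 were increased (7 higher and 1 lower adjusted over the list alone), with a median of 0.32 (adjusted p = 0.000612, camera; adjusted p = 0.252 with an estimated correlation).

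Genes of the interferon response were higher in *Mig-6* d/d as a group, with a median of 1.42 and all 15 higher (adjusted p = 3.0e-08, camera; adjusted p = 0.243 with an estimated correlation; adjusted p = 0.0602, fry). *Oas2*, which senses double-stranded RNA, had a log2 fold change of 2.17 (adjusted p = 0.0522, limma) and *Usp18* 1.84 (adjusted p = 0.0534, limma), and both were called without the library labelled *Mig-6* d/d replicate 2. By limma 0 of the 15 were called, against 11 at an unadjusted p under 0.05 with the fold limit (13 without it), 1 by the methods' t-test with or without that limit and 11 adjusted over the list alone. From *Mig-6* d/d to the double knockout 8 of them fell, with a median of -1.68. Imprinted genes were lower, at a median of -0.42 with 17 of 18 lower (adjusted p = 3.1e-05, camera; adjusted p = 0.0794 with an estimated correlation). The growth factor gene *Igf2* fell by 1.00 and *Ndn* by 0.86 (4 adjusted over the list alone). *Igf2* was not called without control replicate 2 or 3, any of the libraries labelled *Mig-6* d/d or double-knockout replicate 1. In the same arrays epithelial markers were higher (median 1.31, 20 of 20) and stromal markers lower (median -0.49, all 17). Whether the interferon and imprinted lists changed apart from these cell types was not tested.

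Markers of cell types moved apart in *Mig-6* d/d. Epithelial markers had a median of 1.31, with 20 of 20 higher (adjusted p = 9.3e-17, camera; adjusted p = 0.105 with an estimated correlation). Stromal markers had a median of -0.49 (adjusted p = 6.2e-07, camera; adjusted p = 0.105 with an estimated correlation), with *Vim* called and 5 lower adjusted over the list alone. Smooth muscle markers had a median of -0.68 (adjusted p = 3.1e-05, camera; adjusted p = 0.313 with an estimated correlation; adjusted p = 0.0602, fry), with *Synpo2*, which fell by 0.93, called and 7 lower adjusted over the list alone. Endothelial markers had a median of -0.62 (adjusted p = 5.4e-09, camera; adjusted p = 0.105 with an estimated correlation), and the receptor gene *Tek* fell by 1.04 and the cadherin gene *Cdh5* by 0.88, with 4 of 11 decreased (6 adjusted over the list alone). *Vim*, *Synpo2*, *Tek* and *Cdh5* were not called without control replicate 2 or the library labelled *Mig-6* d/d replicate 1, among others.

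A larger share of epithelium would lower all other cell types alike. Against that as the whole cause stands a difference between cell types. The 6 expressed leukocyte markers had a median of 0.02 and the 36 expressed stromal, muscle and endothelial markers -0.59, a difference of 0.609. A permutation of marker genes, not of arrays, gave p = 0.00012 (two-sided, 100000 permutations). Markers of a list vary together, with an estimated correlation of 0.850 for smooth muscle and 0.279 for leukocytes. That p therefore weighs the spread among genes and not the spread between arrays. Of all 14 leukocyte markers 7 were higher and 7 lower, and *Csf1r* was called decreased (-0.75 to -0.58 over the alternatives). All 5 adipocyte markers were lower (median -0.48, adjusted p = 0.191, camera), while neutrophil markers had a median of -0.01. Against the authors' normalization between arrays, 2767 other genes of like intensity had a median of 0.0155. A change in the share of some cell types, with leukocytes moving on their own, and a change within cells after loss of *Mig-6* both stay open, since no cell counts were used here.

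The library labelled *Mig-6* d/d replicate 3 held *Errfi1* near the control level. A control library with a wrong label is argued against by the 417 probe sets altered without it, on which it lay at a median of 0.930 of the way from control to the other *Mig-6* d/d libraries (quartiles 0.664 and 1.18). Control RNA mixed into it would need a share of 57.0% from *Errfi1*, where those probe sets gave a median share of 7.17% (quartiles -24.4 and 29.7%). The upper quartile of 29.7% argues in the same way against *Mig-6* left undeleted in a like share of all uterine cells, while *Mig-6* left undeleted in cells that do not drive these changes stays open, since whole uteri were measured and 65.2% of the probe sets lay beyond 0.8 of the way. Each *Mig-6* d/d library, when kept out of the choice, lay nearer to its group than to control, at 0.868, 0.642 and 0.925 for replicates 1, 2 and 3.

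In the double knockout against control, 89 probe sets were increased and 72 decreased. The counts were 53 and 33 without double-knockout replicate 1, and the decreased ones 30 without replicate 2, 33 without replicate 3 and 44 without control replicate 1 or 3. *Mid1*, which encodes a microtubule-binding ubiquitin ligase, read 8.34 ± 0.291 in control, 12.5 ± 5.88 in *Mig-6* d/d and 389 ± 80.6 in the double knockout (SD, n = 3; log2 fold change 5.53, not exact since the control lay near the arrays' median of 8.07, adjusted p = 1.1e-05, limma). *Erdr1* rose from 845 ± 151 to 4086 ± 392 and *Tmem267* by 3.02. *Taf15*, *G530011O06Rik*, the antiviral genes *Trim12a* and *Trim34a*, *Fut10*, *Myo7a* and *Zfp429* rose by 1.74 to 2.63. *Adat2*, a transfer RNA deaminase gene, fell by 2.04 (adjusted p = 0.000121, limma), and *Adamdec1*, the WNT antagonist gene *Sfrp1*, *Hddc3*, *A930005H10Rik*, *1500011B03Rik*, *Tex15*, *Ctse*, *Pi16* and *Cplx2* fell with log2 fold changes of -1.94 to -1.39. *Taf15*, *Adamdec1* and *Ctse* were not called without double-knockout replicate 1 or 3, among others.

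Many of these genes lie next to each other. Of 74 called genes, 26 had another among the 10 nearest measured genes on either side, where random genes gave a median of 6 and at most 20 (share 1e-04, the smallest that 10000 draws can give), as for *Mid1*, *G530011O06Rik* and *Erdr1* on chromosome X and for *Trim34a*, *Trim12a* and *Trim30d* on chromosome 7. Strain variants carried by this line of mice may therefore account for part of them. Sequence shared between genes of a family cannot be told apart from this, since among probe sets outside the classes for shared sequence 11 of 65 genes still had a neighbour of another family (random median 4, share 0.02), but 7 of 54 with a stricter class (random median 2, share 0.06). Loss of *Erbb2* itself stays open, above all for the 48 without such a neighbour, and 9 of the 74 (12.2%) lie on the chromosomes of the targeted alleles against 19.6% of measured genes, with 0 among the 10 nearest genes of *Errfi1*, *Erbb2* or *Pgr*.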

How the results depend on the processing

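The 3 counts of increased and of decreased probe sets were recomputed under 26 alternatives, and the share reverted under 40. With only the 6 arrays compared, 390 were increased and 222 decreased in *Mig-6* d/d against control, 53 and 37 in the double knockout against control, and 1293 and 1478 between the knockouts, and 6 genes of Supplementary Table 3 were called. In the same order an unadjusted p under 0.05 gave 1566 and 1094, 401 and 461, and 1652 and 1900 with 93.5% reverted; fold alone gave 1676 and 1188, 520 and 542, and 1780 and 1987 with 89.7%; an adjusted p under 0.01 with a 2-fold limit gave 65 and 6, 34 and 21, and 131 and 284 with 100% and 0 genes of Supplementary Table 3. The methods' t-test called 768 decreased in *Mig-6* d/d, 262 and 267 in the double knockout, with 95.8% reverted. After Benjamini-Hochberg it called 0 and 0, 0 and 0, and 13 and 22, with 0 genes of Supplementary Table 3. Genes in place of probe sets gave 38 and 35 in the double knockout against control and 759 decreased between the knockouts, with fewer features counted. Ratios of mean intensities with the t-test, chosen after seeing the data, gave 766 decreased in *Mig-6* d/d, 262 and 262 in the double knockout and 96.1% reverted, and 92.2% of Supplementary Table 2 had a ratio under 1.5. By other definitions 70.4% reverted (called in the opposite direction between the knockouts), 93.2% (fold under 1.5), 56.0% (95% interval within 1.5-fold) and 91.9% (under 50% of the change left). With 1 control and 1 *Mig-6* d/d array kept out of the choice, 63.0 to 91.9% lay within 1.5-fold of the kept-out control array in the double knockout, while the kept-out *Mig-6* d/d array was more than 1.5-fold from it in the direction of the change in 35.3 to 100% (100% over 16 probe sets). With an estimated correlation in camera the licensing list (0.53, adjusted p = 0.182), the DNA replication list (0.47, adjusted p = 0.182) and the mitosis list (0.32, adjusted p = 0.435; 0.212 by fry) no longer passed, as that test allows for genes of a list varying together; over all alternatives their adjusted p was 3.7e-12 to 0.182, 8.9e-17 to 0.182 and 6.2e-09 to 0.435. Leaving out 1 array gave 217 to 1114 increased and 130 to 648 decreased in *Mig-6* d/d, 53 to 88 and 30 to 68 in the double knockout, 502 to 1216 and 611 to 1370 between the knockouts, 98.5 to 99.6% reverted, 3 to 13 genes of Supplementary Table 3, a correlation of 0.0142 to 0.310 between the knockouts' changes, and medians of 0.38 to 0.64, 0.39 to 0.62 and 0.19 to 0.46 for the licensing, DNA replication and mitosis lists. Without control replicate 1 the counts of *Mig-6* d/d were highest. With the replicate number as a block, 914 were increased and 537 decreased in *Mig-6* d/d, with 1432 of 1451 reverted; the numbers do not pair the arrays, as deviations of the same number had a mean correlation of 0.0415 (9 pairs, -0.133 to 0.203) and 5 of 9 arrays correlated best with their own number. The list of cornified epithelium was the 1 of these results that changed sign with a call, to -0.0036 (adjusted p = 0.0211, camera) without the library labelled *Mig-6* d/d replicate 2, where other left-out arrays gave up to 0.11. Over all alternatives this list's median reached 2.64. Of 4263 results of named genes under alternatives, 3759 kept their direction and side of the threshold, 387 lost and 62 gained the call, and 55 changed sign without a call on either side; of 1248 of lists the numbers were 1120, 40, 30 and 57. The cause of the other changes was not tested. Dim probe sets have no detection call here, so low intensities limit what could be called.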

Differences from the paper's values

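The paper gives 771 transcripts as decreased in *Mig-6* d/d, and 493 probe sets were called decreased here at the paper's fold limit and an adjusted p under 0.05, where the paper gives for the arrays a two-sample comparison with a significant fold change and, for its statistics in general, p < 0.05, without naming the arrays' test. Among the alternatives set before the data were examined, the count lay within 1.5 times the paper's with dim probe sets left out (608), quantile normalization again (566), a trended and robust variance (565), the replicate number as a block (537), without control replicate 1 (648) or 3 (572), at an unadjusted p under 0.05 (1094), with no fold limit (666) and with the methods' t-test (768). It did not with arrays centred on their medians (357), only the 6 arrays compared (222), array weights (447), without control replicate 2 (136), without any of the libraries labelled *Mig-6* d/d (130, 289 and 180), without any of the double-knockout arrays (392, 361 and 404), by fold alone (1188), at an adjusted p under 0.01 with a 2-fold limit (6), with the t-test after Benjamini-Hochberg (0), with genes (409) or with probe sets of shared sequence left out (427).

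For the increased transcripts the paper gives 1,022, for those that reverted 1,722 (96.04%) and for genes of cell cycle and DNA replication 15, against 772, 1250 (98.8%) and 12 here, which differ by less than 1.5 times. The methods' t-test gave 1029 increased and 1722 of 1797 (95.8%) reverted, and called 1752 of the 1793 probe sets of the paper's Supplementary Table 2, dropping 41 and adding 45. With the fold as a ratio of mean intensities, an alternative chosen after seeing the values, the t-test gave 1023 increased, 766 decreased and 1719 of 1789 (96.1%) reverted, and dropped 22 of the paper's 1793 probe sets and added 18. The limma test called 1251 of the 1793 and 14 others.

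The paper presents all 15 genes of Supplementary Table 3 as changed in *Mig-6* d/d. All 15 had the paper's direction here, and *Klf15* (-0.45, adjusted p = 0.137, limma) and *Tk1* (0.68, adjusted p = 0.0545, limma) were among the 3 not called. At an unadjusted p under 0.05, by the methods' t-test and adjusted over the list alone, *Tk1* and 13 others were called, and *Klf15*, the 1 gene whose fold in that table is under 1.5, was not. With no fold limit and p adjusted over all probe sets, 12 were called. With no fold limit all 15, *Klf15* among them, had an unadjusted p under 0.05 (limma), and 14 passed the methods' t-test. At the unadjusted p and adjusted over the list alone, *Klf15* therefore missed the call on the fold limit only.

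In other assays the paper describes *Mig-6* d/d uteri as having more ERBB2 protein and, by RT-qPCR in Supplementary Fig. 4, more *Erbb2* transcript. It also reports more proliferation of the epithelium and, by immunohistochemistry, unchanged PGR. Whether these assays used other mice than the arrays is not given in the sources used here. The arrays read RNA of whole uteri, so *Mki67* and *Ccnd1* there do not measure proliferation of the epithelium alone. Of *Pgr*, 1 copy carries cre in both knockouts. On the arrays *Erbb2* had a log2 fold change of 0.24 (adjusted p = 0.672, limma), *Mki67* -0.15 (adjusted p = 0.687, limma), *Ccnd1* 0.20 (adjusted p = 0.550, limma) and *Pgr* -0.74 (adjusted p = 0.0734, limma) against control, none of them called, while 8 of 23 licensing and 7 of 30 DNA replication genes were increased (adjusted p = 0.182 for both lists, camera with an estimated correlation).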

Other observations

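No test in this part was chosen after its result was computed here. Some gene lists were, however, shaped by leading genes of Supplementary Tables 2 and 3, whose fold changes come from these same arrays. The p-values of such lists are therefore not independent of the result. Genes that estrogen induces in the uterine epithelium were higher in *Mig-6* d/d than in control, and so were the epithelial markers in the same arrays (median 1.31, 20 of 20 higher and 13 increased). *Sprr2f*, a gene of the cornified envelope, rose by 2.73 on the log2 scale (adjusted p = 0.0410, limma). It was not called without control replicate 1 or 2, any of the libraries labelled *Mig-6* d/d or double-knockout replicate 1. Of 12 genes of the estrogen list 5 were increased (10 adjusted over the list alone), and all 12 were higher. The list's median was 2.56 (adjusted p = 1.9e-08, camera, and adjusted p = 0.204 with an estimated correlation). The mucin gene *Muc1* had a log2 fold change of 2.33 (adjusted p = 0.0951, limma), with intensities of 46.7 ± 25.9 in control, 257 ± 153 in *Mig-6* d/d and 74.1 ± 67.7 in the double knockout (SD, n = 3). *Clca1*, the gene the paper calls *Clca3*, had 5.22 (adjusted p = 0.0693, limma), with intensities of 54.9 ± 68.2, 1239 ± 802 and 117 ± 187. Between the knockouts 5 of the list fell, with a median of -2.66. Genes that respond to progesterone were lower as a group, at a median of -0.28 with 18 of 25 lower (adjusted p = 0.0146, camera; adjusted p = 0.435 with an estimated correlation; adjusted p = 0.163, fry), and the list did not pass without control replicate 1 (-0.21, adjusted p = 0.106, camera) or the library labelled *Mig-6* d/d replicate 1 (-0.16, adjusted p = 0.0690, camera). *Nr2f2*, which encodes a stromal target of Indian hedgehog signaling, fell by 0.77 (adjusted p = 0.0137, limma) and the hedgehog effector gene *Gli1* by 0.91 (adjusted p = 0.0398, limma; not called without control replicate 2, among others), the 2 genes called (3 adjusted over the list alone). The stromal markers were lower in the same arrays, and some genes stand in both lists.

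Ligands and receptors of the ERBB family had a median of 0.03 in *Mig-6* d/d (adjusted p = 0.639, camera), with 0 of 12 called by limma, 1 at an unadjusted p under 0.05 with the fold limit, 0 by the methods' t-test with that limit (2 by each without it) and 1 adjusted over the list alone. The receptor gene *Erbb3* had a log2 fold change of 1.22 (adjusted p = 0.0642, limma) and the ligand gene *Btc* 0.53 (adjusted p = 0.158, limma). Between the knockouts *Erbb2*, *Erbb3* (-1.21), *Btc* (-0.73) and *Tgfa* (-0.63) fell, and the list had a median of -0.15 (adjusted p = 0.0406, camera; adjusted p = 0.154 with an estimated correlation), which did not pass without control replicate 1 (adjusted p = 0.0524, camera), the library labelled *Mig-6* d/d replicate 3 (-0.09, adjusted p = 0.0585, camera) or double-knockout replicate 1 (-0.08, adjusted p = 0.0686, camera). This list holds *Erbb2*, which is deleted in the double knockout, so part of any fall of the list there was fixed by the design. The list was not tested without *Erbb2*. Epithelial markers fell between the knockouts as well, with a median of -1.42 and 16 of 20 decreased. Over all alternatives the ERBB list's median between the knockouts was -0.75 to -0.08, and the list passed in 15 of 20. In the double knockout against control its median was -0.18 (adjusted p = 0.120, camera), and it passed without control replicate 2 (-0.25), double-knockout replicate 2 (-0.22) or double-knockout replicate 3 (-0.21). Genes of cornified and stratified epithelium had a median of 0.04 (adjusted p = 0.0578, camera), with 3 of 14 increased (5 adjusted over the list alone), among them *Krt12* and *Perp*, a desmosome gene that rose by 2.64. *Perp* was not called without the library labelled *Mig-6* d/d replicate 1 or 3, and the list passed in 10 of 20 alternatives. The list's median was -0.0036 to 2.64 over these alternatives, so its size depended on the processing.

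Markers of 7 other cell types did not pass camera in *Mig-6* d/d against control, which does not show that they stayed at the control level. The medians were -0.17 for gland markers (adjusted p = 0.937, camera), -0.0038 for leukocyte markers (adjusted p = 0.937, camera), -0.01 for neutrophil markers (adjusted p = 0.937, camera), 0.03 for erythroid markers (adjusted p = 0.906, camera), -0.48 for adipocyte markers (all 5 lower, adjusted p = 0.191, camera), 0.05 for ovary and oviduct markers (adjusted p = 0.741, camera) and -0.08 for mesothelial markers (adjusted p = 0.617, camera). Without the library labelled *Mig-6* d/d replicate 3 the adipocyte markers passed, at -0.83 (adjusted p = 0.00581, camera). Of these, *Csf1r*, a macrophage receptor gene, was the 1 gene called, and fell by 0.67 (1 adjusted over the list alone; not called without control replicate 2, among others). Of the other 6 lists limma called 0 genes, and 0 were called at an unadjusted p under 0.05 or by the methods' t-test with the fold limit (without it, 1 mesothelial marker by each).

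Genes that the paper measured by RT-qPCR or immunohistochemistry had these values on the arrays. *Pgr*, of which 1 copy carries cre in both knockouts, read 1261 ± 305 in control, 753 ± 148 in *Mig-6* d/d and 835 ± 134 in the double knockout (SD, n = 3). *Esr1* had a log2 fold change of 0.01 (adjusted p = 0.993, limma) and *Egfr* -0.24 (adjusted p = 0.690, limma) in *Mig-6* d/d. *Slc25a13* had 0.67 (adjusted p = 0.365, limma), *Tgfa* 0.27 (adjusted p = 0.378, limma) and *Cdkl1* 1.25 (adjusted p = 0.113, limma), none of them called. Without control replicate 3, *Clca1*, *Erbb3*, *Slc25a13* and *Cdkl1* were called, and without the library labelled *Mig-6* d/d replicate 2 *Muc1* was. Between the knockouts *Slc25a13* fell by 1.66 (adjusted p = 0.0222, limma), and *Ccnd1* fell by 0.64 (adjusted p = 0.0306, limma), and neither was called without the library labelled *Mig-6* d/d replicate 1, nor were *Tgfa* and *Erbb3*. Another probe set of *Ccnd1* was called decreased in the double knockout against control (-1.65, adjusted p = 0.00440, limma), where the probe set with the highest mean (-0.44) and the remaining one (-0.12) were not.

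The rest of the largest increases between the knockouts were *Mid1* (5.03), *Tmem267* (3.16), the protocadherin gene *Pcdhb9* (3.12), the actin-binding gene *Cap1* (2.53), *Erdr1* (2.46), *G530011O06Rik* (2.37), *Trim34a* (2.18), *Trim12a* (2.09) and *Taf15* (2.06), of which *Taf15* was not called without the library labelled *Mig-6* d/d replicate 3 or double-knockout replicate 2 or 3.

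The 6 arrays of each pair of groups were split in the other ways possible. With 3 arrays against 3 there are 10 splits, too few for a share under 0.05. In *Mig-6* d/d against control the real split gave 772 increased and 493 decreased probe sets and the highest other 2 and 2; in the double knockout against control 89 and 72, and the highest other 1 and 1; between the knockouts 1074 and 1238, and the highest other 0 and 0, so that 1 split of 10 reached each. For the licensing and DNA replication lists the medians were 0.53 and 0.47, the highest other 0.47 and 0.40, reached by 1 split. For the mitosis list the median was 0.32 and another split gave 0.43, so that 2 splits reached it.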
